# MDR1A deficiency restrains tumor growth in murine colitis-associated carcinogenesis

**DOI:** 10.1371/journal.pone.0180834

**Published:** 2017-07-07

**Authors:** Eva Maria Hennenberg, Annette Eyking, Henning Reis, Elke Cario

## Abstract

Patients with Ulcerative Colitis (UC) have an increased risk to develop colitis-associated colorectal cancer (CAC). Here, we found that protein expression of ABCB1 (*ATP Binding Cassette Subfamily B Member 1*) / MDR1 (*multidrug resistance 1*) was diminished in the intestinal mucosa of patients with active UC with or without CAC, but not in non-UC patients with sporadic colon cancer. We investigated the consequences of ABCB1/MDR1 loss-of-function in a common murine model for CAC (AOM/DSS). Mice deficient in MDR1A (MDR1A KO) showed enhanced intratumoral inflammation and cellular damage, which were associated with reduced colonic tumor size and decreased degree of dysplasia, when compared to wild-type (WT). Increased cell injury correlated with reduced capacity for growth of MDR1A KO tumor spheroids cultured ex-vivo. Gene expression analysis by microarray demonstrated that MDR1A deficiency shaped the inflammatory response towards an anti-tumorigenic microenvironment by downregulating genes known to be important mediators of cancer progression (PTGS2 (COX2), EREG, IL-11). MDR1A KO tumors showed increased gene expression of TNFSF10 (TRAIL), a known inducer of cancer cell death, and CCL12, a strong trigger of B cell chemotaxis. Abundant B220+ B lymphocyte infiltrates with interspersed CD138+ plasma cells were recruited to the MDR1A KO tumor microenvironment, concomitant with high levels of immunoglobulin light chain genes. In contrast, MDR1A deficiency in RAG2 KO mice that lack both B and T cells aggravated colonic tumor progression. MDR1A KO CD19+ B cells, but not WT CD19+ B cells, suppressed growth of colonic tumor-derived spheroids from AOM/DSS-WT mice in an ex-vivo co-culture system, implying that B-cell regulated immune responses contributed to delayed tumor development in MDR1A deficiency. In conclusion, we provide first evidence that loss of ABCB1/MDR1 function may represent an essential tumor-suppressive host defense mechanism in CAC.

## Introduction

Patients with long-term Ulcerative Colitis (UC) have an increased risk of developing colitis-associated colorectal cancer (CAC) [1]. Initial extent [2] and duration [3] of chronic inflammation are recognized to be among the key risk factors. DNA damage and methylation caused by oxidative stress in chronic inflammation drive tumor development and progression [4]. Microbiome-induced alterations in innate immune signaling may contribute to the development of intestinal inflammation and associated colon cancer in the susceptible individual [5]. CAC appears to be distinct from sporadic colorectal cancer (CRC), both in pathophysiological and clinical features. It usually affects individuals at a younger age than the general population and demonstrates a more proximal and multifocal distribution in the colon. CAC progresses to invasive adenocarcinoma from flat and nonpolypoid dysplasia more frequently and rapidly than CRC [6]. Some differences in the spectrum of genomic alterations were recently found in CAC compared with CRC [7]. Allelic deletion of the p53 tumor suppressor gene occurs early in the process of tumorigenesis [8] and more frequent in CAC, while mutations in APC are relatively rare [7]. But the mechanisms which may modulate tumor progression in CAC remain to be elucidated.

P-glycoprotein (p-gp), which is encoded by ABCB1 (*ATP Binding Cassette Subfamily B Member 1*) / MDR1 (*multidrug resistance 1*), functions as an ATP-dependent efflux transporter pump of xenobiotics (including metabolic products, toxins and drugs) at the intestinal mucosal barrier [9]. Numerous exogenous and endogenous factors may modulate ABCB1/MDR1 p-gp expression and function, including oxidative or inflammatory stress, microbial or dietary antigens, environmental or drug components as well as innate or adaptive immune responses [9]. Several lines of evidence suggest a potential role of ABCB1/MDR1 in both intestinal inflammation and tumorigenesis in the gastrointestinal tract. The ABCB1/MDR1 promoter region contains multiple transcription factor-binding sequences which link to pathways that trigger intestinal inflammation and tumorigenesis, such as TCF/LEF [10], RAS, p53 [11] and HIF-1α [12]. Gene expression of ABCB1/MDR1 has been shown to be reduced in active UC [13] and early CRC [14]. Mice deficient in MDR1A [15] develop spontaneously chronic colitis that resembles human UC [16] with continuous inflammation of the entire colon and mucosal thickening with crypt abscesses and distortion. Deletion of TLR2 causes fulminant exacerbation of pancolitis through commensally-induced pyroptosis in the context of MDR1A deficiency [17]. When dually infected with *Helicobacter bilis* and *H*. *hepaticus*, MDR1A knockout (KO) mice are prone to develop high-grade crypt dysplasia, including invasive adenocarcinoma, in bacteria-triggered colitis [18]. In contrast, P-gp-deficient *APC*^Min/+^ mice develop fewer polyps in the non-inflamed small intestine than wild-type (WT) [19]. The C3435T and intron 3 (G-rs3789243-A) polymorphisms of the human ABCB1/MDR1 gene have been associated with increased risks for UC [20–22] or CRC [23–26] in some populations, but not all [24, 27, 28]. However, the precise role of ABCB1/MDR1 in CAC pathogenesis has not been delineated yet. Here, we found that the expression of ABCB1/MDR1 protein was lost in the inflamed mucosa of UC patients with or without colon cancer. Using a murine model of CAC, we provide, to the best of our knowledge, first functional evidence that MDR1A deficiency plays a protective role against tumor progression of CAC.

## Materials and methods

### Antibodies and reagents

A detailed list of all antibodies is provided in S1 Table. All other reagents were obtained from Thermo Fisher Scientific (Waltham, MA) or Sigma-Aldrich (St. Louis, MI), unless otherwise specified.

### Human colonic specimens

We performed a retrospective, single-center cohort study among patients with a diagnosis of 1. active Ulcerative Colitis with colitis-associated colorectal carcinoma (CAC), 2. active Ulcerative Colitis without colorectal cancer (UC), or 3. sporadic colorectal cancer without Ulcerative Colitis (CRC), using formalin-fixed paraffin-embedded (FFPE) tissue blocks from surgical resection specimens archived from 2001 to 2016 at the Institute of Pathology, University Hospital Essen, Essen, Germany. For each tumor case (CAC or CRC), only matched adjacent non-neoplastic tissue (R_0_) and tumor block pairs were included. All human tissue material was reviewed by a board-certified pathologist (H.R.). S2 Table shows the histopathological features of the 54 patients. Of note, our patients with CAC showed a less advanced tumor stage distribution with rarer metastasis than patients with CRC at the time of diagnosis, because all UC patients underwent increased endoscopic surveillance and tumor lesions were therefore detected at an earlier stage than in the non-UC population, as previously described [29]. This study (anonymous analysis of historical collection) abided by the Declaration of Helsinki and was approved by the local Ethics Committee of the Medical Faculty of the University Duisburg-Essen, Germany (“Ethik-Kommission der Medizinischen Fakultät der Universität Duisburg-Essen”; permit #13-5602-BO).

### Animals

WT and parental MDR1A KO (originally developed [15] by Dr. Alfred Schinkel, The Netherlands Cancer Institute, Amsterdam, Netherlands) mice [all FVB/N; >F7] were obtained from Taconic Farms (Germantown, NY) under crossbreeding agreement [17]. Recombination activating gene 2-deficient mice (RAG2 KO) on the FVB/N background [30] were kindly provided by Dr. Thomas Kupper (Harvard Medical School and The Brigham and Women’s Hospital Inc., Boston, MA), rederived by Charles River (Lyon, France) and backcrossed onto MDR1A KO [FVB/N] to generate double-KO (dKO) homozygotes (MDR1A/RAG2 dKO). Mice were confirmed to be the desired genotype via standard genotyping techniques. All mice were bred and housed in the same temperature- and humidity-controlled room on a 12-h light-dark cycle under strict specific-pathogen-free conditions (Central Animal Facility, University Hospital Essen). The animals were provided with autoclaved tap water and autoclaved standard laboratory chow (ssniff M-Z, ssniff Spezialdiäten, Soest, Germany) *ad libitum*. Extensive animal health monitoring (criteria of the Federation for Laboratory Animal Science Associations (FELASA)) was conducted routinely on sentinels (Gesellschaft für innovative Mikroökologie, Wildenbruch, Germany) and representative mice from this room and no pathogens were detected. For studies, only age-matched male mice were used. Prior to use in experiments, mice were placed individually into a fresh filter-top cage and allowed to acclimatize for at least 3 days. Protocols were in compliance with German law for use of live animals and regulations of the Society for Laboratory Animal Science (GV-SOLAS) and the FELASA. The study was prospectively reviewed and approved by the local animal protection officer at the University Hospital Essen and the responsible district government (North Rhine-Westphalia State Agency for Nature, Environment and Consumer Protection, Recklinghausen, Germany; permit number G1377/13). All mice were sacrificed by cervical dislocation under isoflurane anesthesia. All efforts were made to minimize animal suffering and to reduce the number of animals used.

### Murine model of CAC

We used the common azoxymethane (AOM) / dextran sulfate sodium (DSS)–model to study the development of CAC in MDR1A-deficient mice [31]. AOM (lots# SLBG5125V, SLBN5975V) was administered once (10mg/kg body weight) to 6-week-old male mice, followed by treatments with 2.5% DSS (mol wt, 36,000–50,000; lot# M5164; MP Biomedicals, Santa Ana, CA) for 7 days in drinking water starting on day 0, 21 and 42, respectively. The planned experimental endpoints were week 12 (WT, MDR1A KO) or week 20 (RAG2 KO, MDR1A/RAG2 dKO). At that time the entire colon and rectum were excised, cut longitudinally, and rinsed in ice-cold Hank’s Balanced Salt Solution. During gross examination, tumors were macroscopically visualized by 1% alcian blue staining, counted and measured (longest diameter) [32]. During the study, health and behaviour of each mouse were closely monitored and evaluated at least once per day by adequately trained and experienced animal research personnel at the University Hospital Essen. In order to prevent unnecessary animal pain and distress, humane endpoints were established prior to the start of the study, in order to decide when to terminate the experiment. These humane endpoints included body weight loss (>20%), alterations in external physical appearance (hunched posture, signs of dehydration) and behavioural changes (apathy, laboured respiration). Mice were to be immediately sacrificed when any of these humane endpoints were reached.

### Colonic tumor spheroid culture

The supportive cell line L-WRN was kindly provided by Dr. Thaddeus Stappenbeck (Washington University School of Medicine, St. Louis, MO) and grown in high-glucose DMEM supplemented with 10% FCS (lot# RYF35911), 100U/ml penicillin and 100μg/ml streptomycin. Conditioned media was collected using advanced DMEM/F12 medium supplemented with 20% FCS, 100U/ml penicillin, 100μg/ml streptomycin, and 2mM L-glutamine, as previously described [33], and 1% antibiotic-antimycotic and 0.1% gentamycin were added. Colonic tumor spheroids were also processed and cultured as previously described [33]. In brief, the colonic tumor tissue was excised from WT or MDR1A KO mice after AOM/DSS treatment at the experimental endpoints and then cut into small pieces and digested with collagenase I (2mg/ml) for 1h at 37°C with vigorous pipetting every 5–10 mins. After passage through a cell strainer (BD Biosciences, Bedford, MA) and centrifugation (200g, 4°C for 5 mins), the pellet was suspended with cold Matrigel (lots #6074313, #6102305; Corning, Corning, NY) and 15μl of this mixture was added to each well of a 24-well plate (for culture) or a 6-well plate (for experiments). After polymerization (37°C, 10 mins), conditioned media from L-WRN cells (500μl/24-well format; 2ml/6-well format) containing 10μM SB431542 and 10μM Y-27632 (Selleckchem, Houston, TX) was overlaid. Tumor spheroids [34] were passaged by mechanical dissociation and photographed using EVOS fl (Advanced Microscopy Group, Bothell, WA) at the Imaging Centre Essen, University Hospital Essen (IMCES).

### Murine cell isolation and culture

Bone marrow cells and splenocytes from untreated, age- and gender-matched WT or MDR1A KO mice were isolated and resuspended in ice-cold 2% FCS (PBS). Colonic lamina propria mononuclear cells were isolated as previously described [17]. In brief, colons were cut open longitudinally, washed with ice-cold 2% FCS (PBS), and digested with dispase (2mg/ml) at 37°C for 50 mins in complete media (RPMI 1640 media supplemented with 4% FCS, 2.5% HEPES and 1% antibiotic-antimycotic) to remove the epithelial compartment. Samples were then minced into small pieces and further digested with collagenase II (1.5mg/ml) and dispase (1.0mg/ml) for 50 mins at 37°C. For B cell purification, splenocytes were passed through a 70μm-cell strainer (BD Biosciences) and purified using the EasySep™ Mouse CD19 Positive Selection Kit II (STEMCELL Technologies, Vancouver, Canada). Purity of B cells was confirmed by flow cytometry analysis (B220+ ≥ 93%). WT or MDR1A KO–CD19+ B cells were maintained in IMDM supplemented with 10% FCS, 100U/ml penicillin, 100μg/ml streptomycin and 4ng/ml recombinant BAFF (Biolegend, San Diego, CA), with > 80% B220+ and > 80% CXCR4+ cells after 24h-culture. Freshly isolated CD19+ B cells (4x10^6^ cells/2 ml) were co-cultured with pre-plated WT tumor spheroids for 24h in a Transwell® co-culture system (0.4μm-insert (Corning); 6-well format), as depicted in S1 Fig.

### Flow cytometry analysis

After washing and incubation with Mouse BD Fc Block™ (purified rat anti-mouse CD16/CD32 (BD Pharmingen)), cells were analyzed using a BD FACS Canto™ II (BD FACSDiva™ Software version 8.0.1) after staining with rat anti-B220-PE-CY7, anti-CD19-PerCP-CY5.5, anti-CD43-APC, anti-CD138-APC, anti-CXCR4-PE, anti-IgD-PE and/or anti-IgM-FITC (S1 Table). Cells were fixed in freshly prepared 0.5% paraformaldehyde (Electron Microscopy Sciences, Hartfield, PA) at 4°C o/n and analyzed the next day. All Abs and appropriate isotype IgG controls were purchased from BD Biosciences or BioLegend. Dead cells were excluded by Fixable Viability Dye eFluor®450 and compensation for spectral overlap was set using BD CompBeads Set (BD Pharmingen). Flow cytometry data were analyzed using FlowJo software for PC (version 7.6.5; Tree Star, Ashland, OR).

### Histopathology and immunohistochemistry

Histopathological analysis was performed by hematoxylin-eosin (H&E) staining (Carl Roth, Karlsruhe, Germany) following standard protocols. Murine neoplastic lesions were evaluated based on the WHO classification of tumors of the digestive system [35] and scored (0—no dysplasia; 1 –low-grade intraepithelial neoplasia; 2 –high-grade intraepithelial neoplasia; 3 –adenocarcinoma) by the pathologist (H.R.) blinded to their genetic and clinical information. The degree of inflammation in murine tumor areas (*inflammatory score I*) was graded using a simple scoring system for absence or presence (0—*no*; 1—*yes*) of 1. erosion/ulceration, 2. crypt abscesses and 3. markedly increased quantity of inflammatory cell infiltration. The degree of inflammation in murine non-tumor areas (*inflammatory score II*) was graded as previously described [17]. For immunohistochemistry, FFPE cross-sections (5μm) were stained according to S3 Table, incubated with a HRP-conjugated detection reagent for 30 mins and antibody binding was visualized using SignalStain® DAB Substrate Kit (Cell Signaling Technology, Danvers, MA). Sections were counterstained using Vector® Hematoxylin QS (Vector Laboratories, Burlingame, CA).

### Immunofluorescence

Frozen sections of tissues were cut (7μm), mounted on Superfrost Plus Gold slides and fixed with 3% paraformaldehyde for 15 mins at RT. Sections were blocked with 5% normal goat serum (Vector Laboratories)/0.3% TX-100/PBS for 60 mins at RT and incubated with anti-p-histone H2A.X (1:100) in 1% normal goat serum/0.3% TX-100/PBS o/n at 4°C. AlexaFluor® 488-conjugated goat-anti-rabbit antibody (Cell Signaling; cat. #4412) was used as secondary antibody (1:50, 60 mins, RT). After mounting with Vectashield Mounting Medium containing propidium iodide (Vector Laboratories), immunofluorescent sections were assessed by confocal laser microscopy (Axiovert 100M with laser scan head LSM 510; Carl Zeiss, Jena, Germany). The multitrack option and sequential scanning for each channel were used to eliminate any cross talk of the chromophores. As positive control for p-histone H2A.X-labelled cells, frozen jejunal sections from TLR2 KO mice treated with methotrexate were used [36].

### Image analysis

High-resolution images were captured using the Aperio ScanScope system (Leica Biosystems, Nussloch, Germany) and visualized using ImageScope software (version 11.2.0.780, Leica Biosystems). In all experiments, at least 4 individual sites of image capture were chosen randomly for each sample. Morphological results were considered significant only if at least 70% of the scanned sections per field exhibited the observed effect. To quantify the p-histone H2A.X- or p-histone H3-positively labelled cells, 5–6 randomly chosen vision fields of each slide at an original magnification of 20x or 40x were counted blinded [37] using ImageScope, as indicated. Tumor spheroid areas [mm^2^] were measured using an ImageJ (version 1.46r, National Institutes of Health, Bethesda, MD) automated routine.

### RNA extraction

Total RNA from colonic tumors was extracted (RNeasy Micro Kit (Qiagen, Hilden, Germany) or RiboPure plus RNeasy Mini Kit (Qiagen)) including the RNase-free DNase digestion step. To synthesize cDNA, the QuantiTect® Reverse Transcription Kit (Qiagen) was used. FFPE tissue samples were cut into 10–12μm-thick sections on a microtome with a disposable blade (in part after macrodissection to enrich for region-of-interest content, as needed). RNA was extracted from 3 to 5 sequential sections from the same paraffin block using the RNeasy FFPE Kit with the deparaffinization solution (Qiagen), as previously described [29].

### Microarray analysis

All RNA samples (one tumor per individual mouse; *n* = 4 per group) were analyzed independently and further processed at the “KFB Center of Excellence for Fluorescent Bioanalytics” (Regensburg, Germany), where hybridization was performed using GeneChip® Mouse Gene 2.0 ST arrays (Affymetrix), according to the manufacturer’s instructions. Summarized probe set signals in log2 scale were calculated by using the RMA (Robust Multichip Average) algorithm with the Affymetrix GeneChip® Expression Console v1.4 Software. Data have been deposited in GEO (GSE94960) https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE94960. Data were further classified through Ingenuity Pathways Analysis (IPA, Ingenuity Systems®, www.ingenuity.com).

### Realtime qPCR expression analysis

Realtime qPCR analysis was performed at least in duplicate using the QuantiTect SYBR® Green PCR Kit (Qiagen) on the “Mastercycler ep realplex^2^” (Eppendorf, Hamburg, Germany) real-time amplification system. QuantiTect Primer Assays (Qiagen) were used as the gene-specific primer pairs. For FFPE-derived RNA samples, optimized gene-specific human primers were designed using Primer BLAST software: ABCB1: 5’-ATA AAA GAG AGG TGC AAC GGA AGC C-3’ and 5’-TCG AGA AAC TGC GAA ACA GGT TGA-3’; GAPDH: 5'-CCC ATC ACC ATC TTC CAG GAG CGA-3' and 5'-GCC AGC ATC GCC CCA CTT GA-3' (Eurofins MWG, Ebersberg, Germany). Copy numbers of individual transcripts were related to GAPDH as endogenous control (x/100,000 copies GAPDH) and normalized as indicated.

### Statistical analysis

The unpaired *t* test was used to calculate differences between means (GraphPad Prism version 5.04; GraphPad Software, La Jolla, CA). All tests were two-tailed, and *p* values of < 0.05 were considered as significant. All data are expressed as means ± SEM. Microarray probe sets with a fold change ≥ 2.0 and a *p* value of < 0.05 were considered as significantly regulated.

## Results

### Analysis of ABCB1 gene and protein expression in human CAC

First, we assessed the mRNA and protein expression patterns of ABCB1 in human specimens of CAC, in comparison to UC without colorectal cancer and CRC without UC, respectively. As shown in Fig 1A, ABCB1 mRNA expression levels were highly variable in UC-related colonic specimens, regardless of the histological diagnosis (active inflammation with or without tumor disease). In contrast, expression of ABCB1 mRNA was consistently decreased in tumor lesions of CRC, when compared to adjacent normal, non-inflamed colonic mucosa (R_0_).

**Fig 1:**
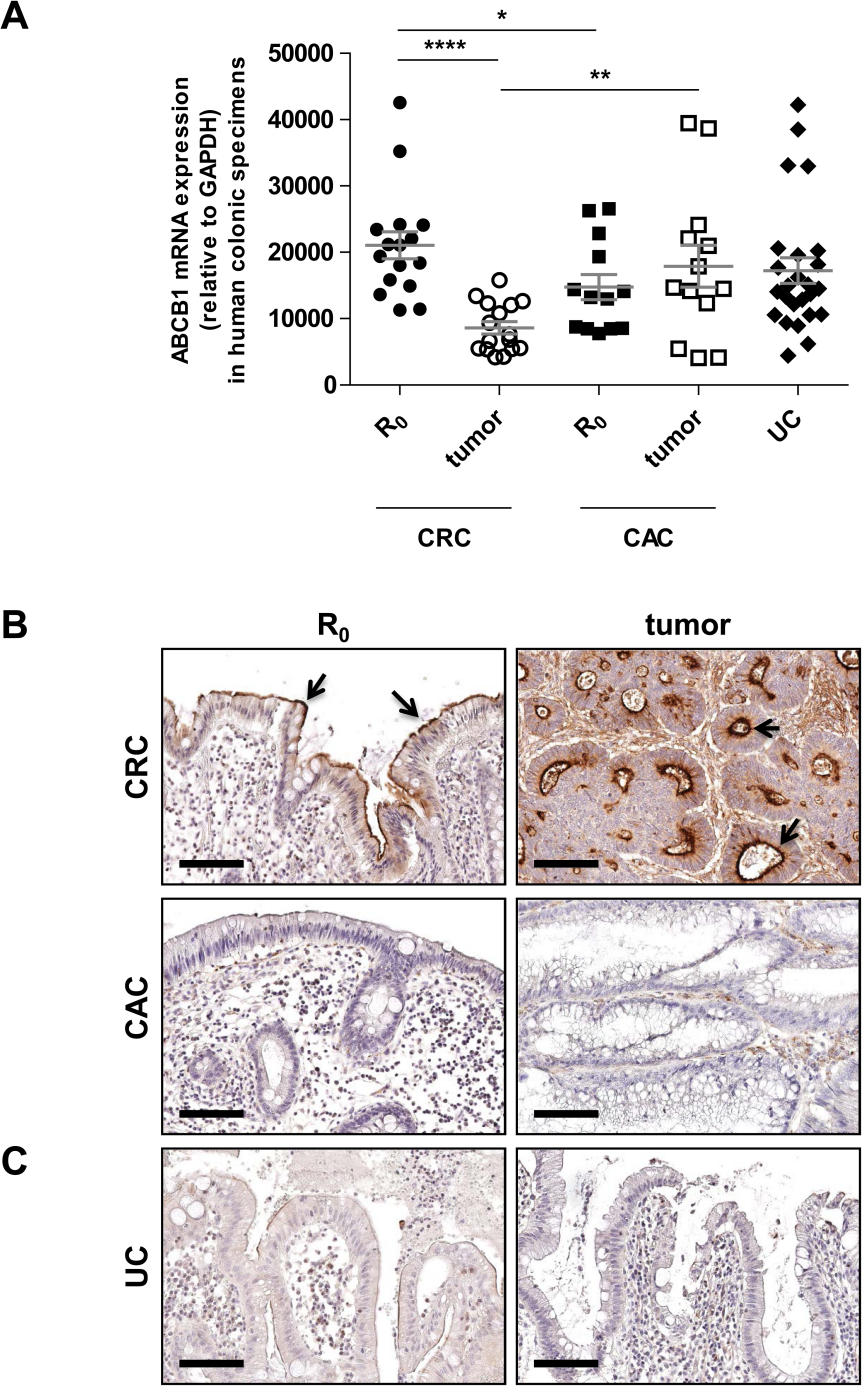
ABCB1 mRNA/protein expression in human CAC patient samples. (A) Expression of ABCB1 mRNA is highly variable in paired CAC tumor tissues and corresponding R_0_ margins as well as in active UC tissues without colorectal cancer, as determined by qPCR. In contrast, human sporadic CRC tumor areas express low levels of ABCB1 mRNA compared to matched R_0_ margins. Data are presented as means ± SEM (CAC: *n* = 13; CRC: *n* = 16; UC: *n* = 25): *p < 0.05, **p < 0.01, ****p < 0.0001. (B) ABCB1 protein expression is minimal in the inflamed, but tumor-free R_0_ margin of CAC tissues and remains unchanged in tumor areas, as determined by immunohistochemistry. In contrast, constitutive ABCB1 protein is predominantly expressed on surface IEC at normal margins of CRC and corresponding tumor cells. Results are shown for a representative patient of each tumor entity (total: CAC: *n* = 12; CRC: *n* = 10). (C) ABCB1 protein expression is expressed at low levels on surface IEC in active UC without colorectal cancer. Results are shown for two different UC patients (total: UC: *n* = 18). (B+C) *Black arrows* indicate examples of positive cells. Scale bar: 100μm.

Epithelial or lamina propria mononuclear expression of ABCB1 protein was barely detectable across tumor-free and tumor tissues from CAC patients (Fig 1B). 10 out of 12 CAC tumor samples showed completely lost or only very weak staining of ABCB1 protein expression. No ABCB1 protein expression was observed in 6 out of 12 colonic specimens of inflamed but tumor-free margins from CAC patients. Staining for ABCB1 was also diminished in inflamed mucosae in most tissue samples (15 out of 18) from active UC patients without colon cancer (Fig 1C). In contrast, in non-inflamed, normal margins of CRC (Fig 1B), intense staining of ABCB1 protein was consistently present at the apical pole of intestinal epithelial cells (IEC). In all tumor samples from CRC patients, abundant ABCB1 protein was present on cell surfaces and cytoplasm of IEC. Lamina propria mononuclear cells also stained positively for ABCB1 in tumor specimens from CRC patients, while scattered lamina propria mononuclear cells showed weak ABCB1 protein expression in healthy margins of CRC specimens. These data indicate that active UC–with or without colon cancer–may be associated with significant loss of ABCB1 protein expression in the intestinal mucosa, when compared to normal controls or CRC.

### MDR1A deficiency attenuates tumor progression in murine CAC

Second, we aimed to determine the functional effects of MDR1A deficiency on inflammation-associated tumorigenesis using a common mouse model of CAC in-vivo. As previously described [17, 38], our MDR1A KO mice generally show only mild signs of colonic inflammation and some remain even disease-free, presumably due to the superior cleanliness of our animal facility. To ensure penetrance of colitis, we therefore employed the chemical colitogen DSS. WT and MDR1A KO mice were intraperitoneally injected with the procarcinogen AOM followed by 3 cycles of 2.5% DSS administration. 25% (3 of 12) of the AOM/DSS-MDR1A KO mice did not reach the experimental endpoint and had to be sacrificed early (days 10, 55 and 68) versus 9% (1 of 11) of the AOM/DSS-WT (day 48), in all cases due to body weight loss > 20%. In general, the AOM/DSS—treatment caused more body weight loss in MDR1A KO mice (Fig 2A). Colon length, a marker of inflammation [39], was significantly shortened in all DSS-treated mice, regardless of genotype (Fig 2B), but slightly more decreased in DSS-MDR1A KO than DSS-WT. WT and MDR1A KO mice developed tumors in the middle to distal portion of the colon and the tumor number did not differ between both groups (Fig 2C). However, average tumor size was significantly decreased in MDR1A KO versus WT mice (Fig 2C), with tumors ≤ 3 mm in size predominantly found in MDR1A KO mice.

**Fig 2:**
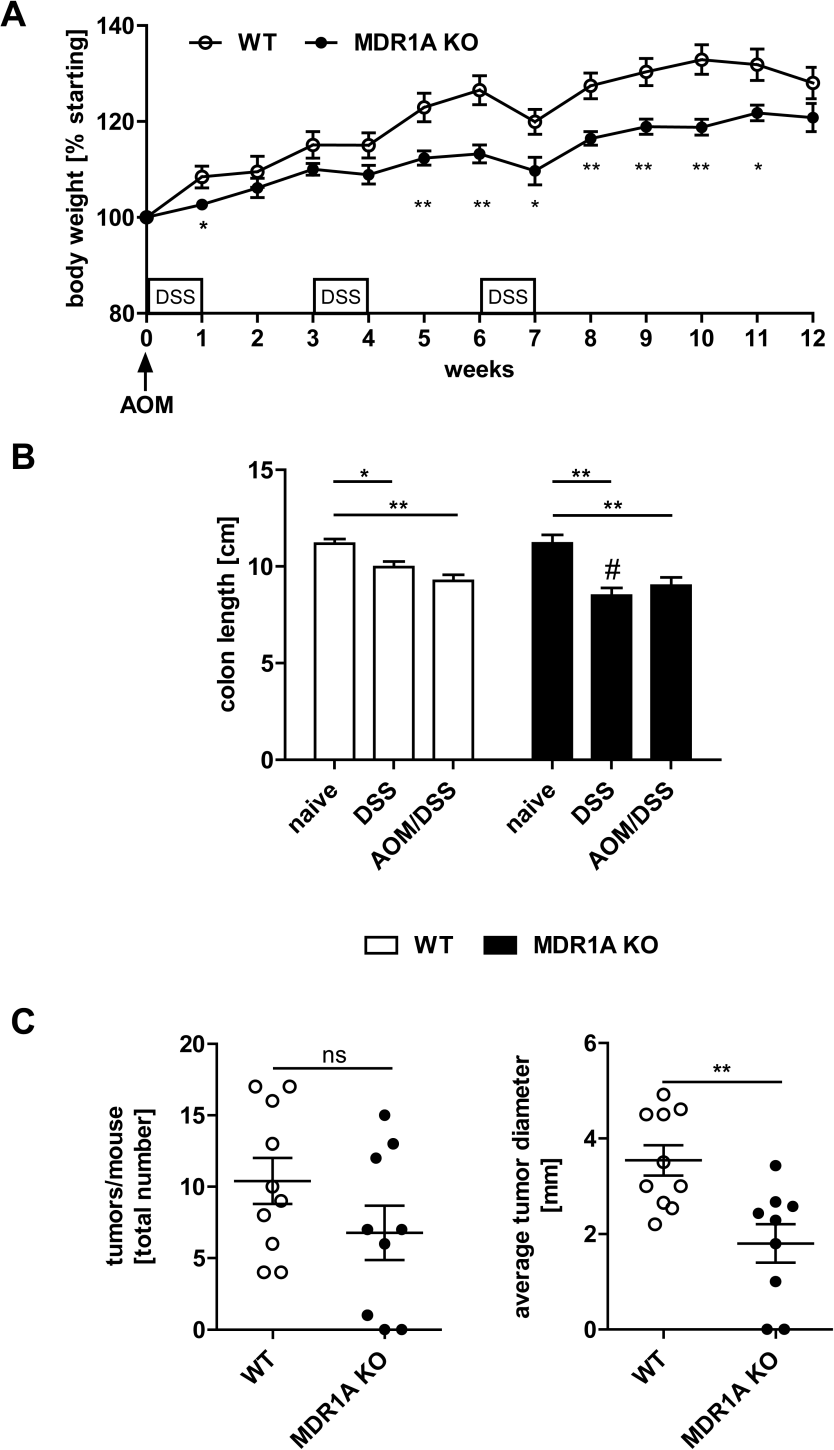
MDR1A deficiency suppresses colonic tumor growth in a mouse model of CAC. WT and MDR1A KO mice were intraperitoneally injected with AOM (10mg/kg body weight) and subjected to 3 cycles of DSS treatment (1 cycle representing 7 days of 2.5% DSS followed by 14 days of H_2_O). (A) Percent changes in body weight during the CAC protocol are shown. In week 12, (B) colon length was measured, and (C) macroscopic tumors in colons were counted and diameters were measured, as described in *Materials and Methods*. Data pooled from at least two independent experiments are shown (*n* = 9–10 mice/genotype). (A-C) Data represent means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ns: not significant. ((B) #: DSS-MDR1A KO vs. DSS-WT: **p < 0.01).

Histological examination (Fig 3A) revealed a trend toward decreased epithelial gland disorganization and fewer cribriform structures consistent with more features of lower grade dysplasia in MDR1A KO tumors than WT tumors. This observation was supported by the neoplasia score (Fig 3B); invasive growth or adenocarcinoma could not be detected. In parallel, MDR1A KO tumors showed increased inflammatory activity compared to WT tumors (Fig 3A and 3C), while the degree of chronic inflammation in non-tumor, mucosal areas was similar between both genotypes after DSS treatment (Fig 3D).

**Fig 3:**
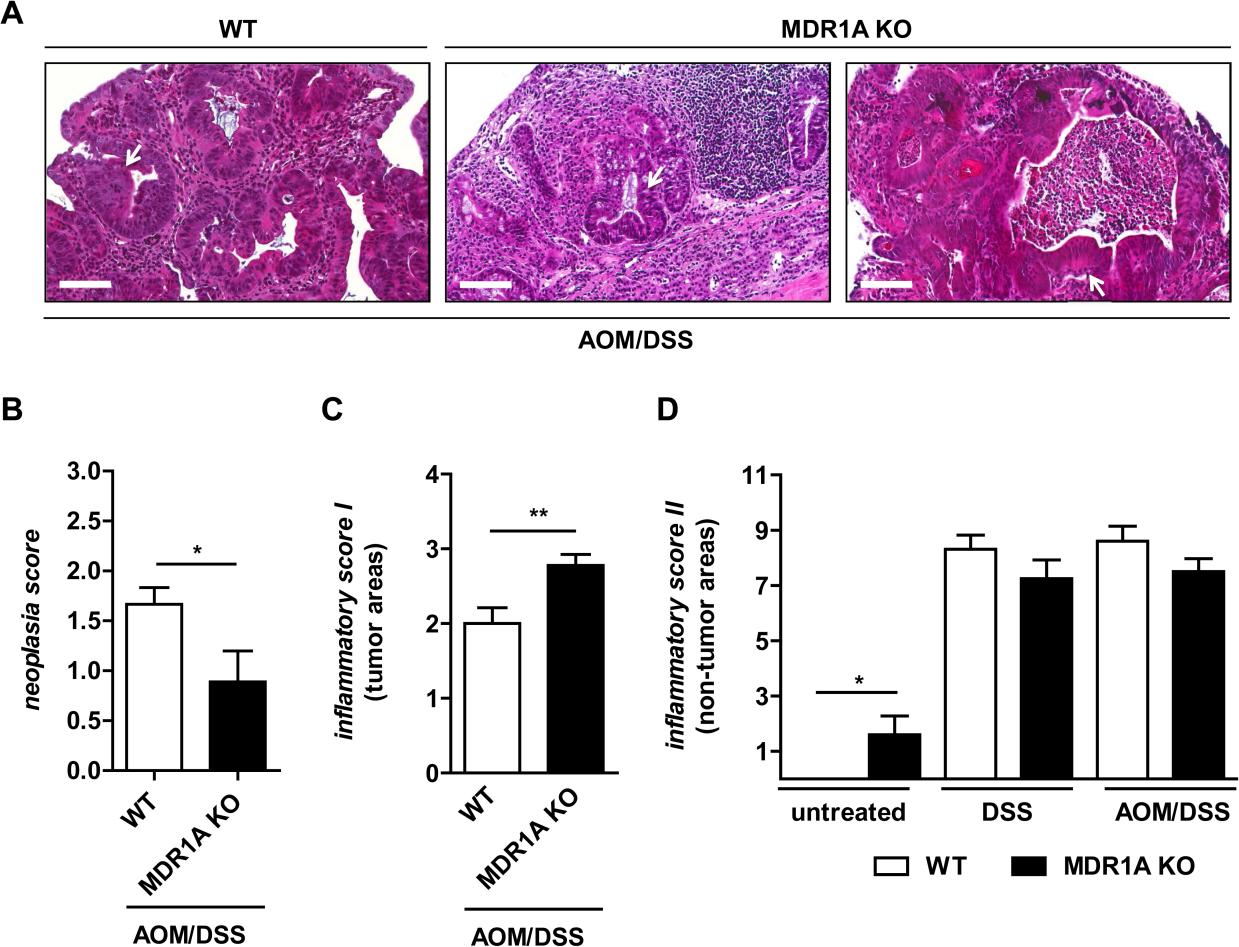
Colonic tumor lesions in MDR1A KO mice show severe inflammation but lower grade dysplasia. (A) Histopathology (H&E) of colonic tumor disease induced by CAC protocol (n≥9/ genotype). Representative sections of colons from WT or MDR1A KO mice treated with AOM/DSS shown from left to right: 1. high-grade dysplastic adenoma (WT); 2. fulminant inflammation with pronounced inflammatory cell infiltrates and reactive epithelial changes, but no dysplasia (MDR1A KO); and 3. adenoma with massive inflammatory infiltrates and moderate epithelial changes consistent with low-grade dysplasia (MDR1A KO). Scale bar: 100μm. *White arrows* indicate exemplary areas of interests. Neoplasia (B) and inflammatory scores for (C) tumor and (D) non-tumor areas of WT vs. MDR1A KO mice (untreated (*n* = 5-6/genotype), DSS (*n* = 8/genotype) or AOM/DSS (*n* = 9-10/genotype)), as described in *Materials and Methods*. Data represent means ± SEM. *p < 0.05, **p < 0.01.

### MDR1A KO mice have increased numbers of tumor-associated B cells and plasma cells

Next, we characterized the predominant cell type of the inflammatory infiltrates in MDR1A KO tumors by immunohistochemical staining (Fig 4). No substantial differences in the extent of increased numbers of CD3e+ T lymphocyte cells and CD11b+ myeloid could be detected between the WT and MDR1A KO tumors. However, abundant B220+ B lymphocyte aggregates were recruited to the peritumoral stroma in MDR1A deficiency, while just a few scattered B220+ B lymphocytes were present in the close neighborhood of WT tumors. Microclusters of CD138+ plasma cells infiltrated MDR1A KO tumors, while only few individual CD138+ plasma cells were evident in WT tumor tissues. In contrast, only sparse numbers of B220+ and CD138+ cells were found in the inflamed intestinal mucosa of DSS-MDR1A KO or DSS-WT controls and the extent did not differ between both groups. In addition, no increased frequencies of B220+ B lymphocytes and CD138+ plasma cells were detected by immunohistochemistry in the colonic mucosa of untreated MDR1A KO or WT mice. The general distribution of immature and mature B cells [40, 41] in bone marrow, spleen and colonic lamina propria was comparable between untreated WT and MDR1A KO mice (S2 Fig), suggesting normal B cell development and migration.

**Fig 4:**
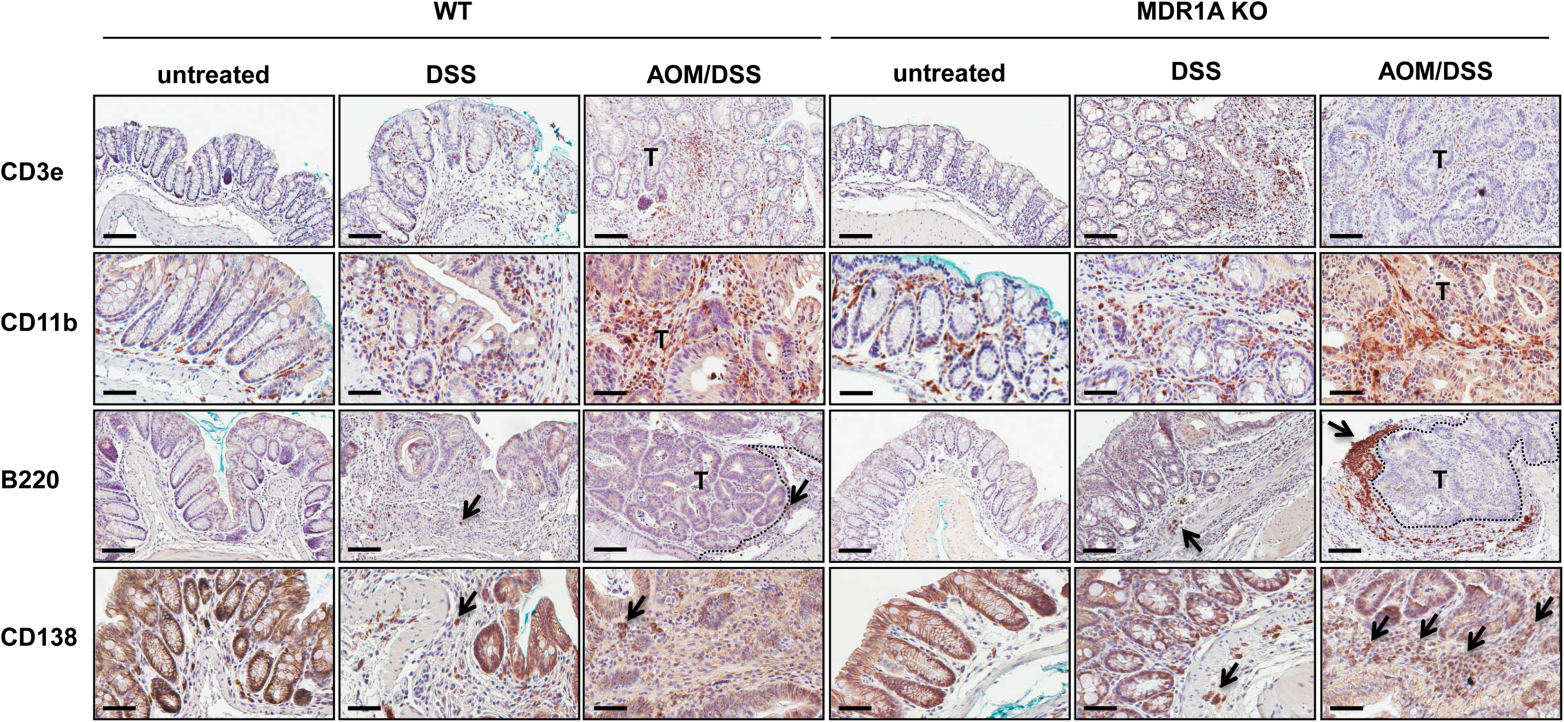
MDR1A KO mice exhibit increased numbers of B cells and plasma cells in the inflamed colonic tumor microenvironment. Representative anti-CD3e, anti-CD11b, anti-B220 and anti-CD138 immunohistochemistry with DAB chromogen and hematoxylin counterstain of distal colons (untreated, DSS, AOM/DSS) from WT and MDR1A KO mice (*n* = 3-9/group). *Black arrows* indicate examples of positive cells. *T* indicates the tumor area; its margin is marked by a dotted line. Scale bars: 100μm (CD3e, B220); 50μm (CD11b, CD138).

### MDR1A-deficient tumors demonstrate enhanced cell injury, leading to impaired spheroid growth ex-vivo

We then examined cell proliferation and injury in WT and MDR1A-deficient tumors by immunohistochemistry. Nuclear staining of PCNA, a marker of cell proliferation [42], was equally increased in WT and MDR1A KO adenomas (Fig 5A), when compared to control tissues. However, analysis of phosphorylated histone H2A.X (p-H2A.X), a marker of genotoxic stress-induced apoptotic DNA fragmentation [43], revealed a significant difference between WT and MDR1A-deficient tumors (Fig 5A and 5B). The average yield of p-H2A.X-positive cells was higher in MDR1A KO tumors compared to WT tumors. P-H2A.X-positive cells were mostly found in the epithelial compartment of MDR1A KO tumors. Furthermore, phosphorylation of histone H3 on Ser-10 (p-histone H3), which may occur when cells are exposed to death stimuli [44], was also enhanced in MDR1A KO tumors (Fig 5A and 5B). We isolated intestinal tumors from AOM/DSS-treated WT and MDR1A KO mice and cultured them short-term ex-vivo as stem cell-enriched spheroids [33]. As shown in Fig 5C, MDR1A KO tumor spheroids grew and expanded markedly slower compared to WT tumor spheroids.

**Fig 5:**
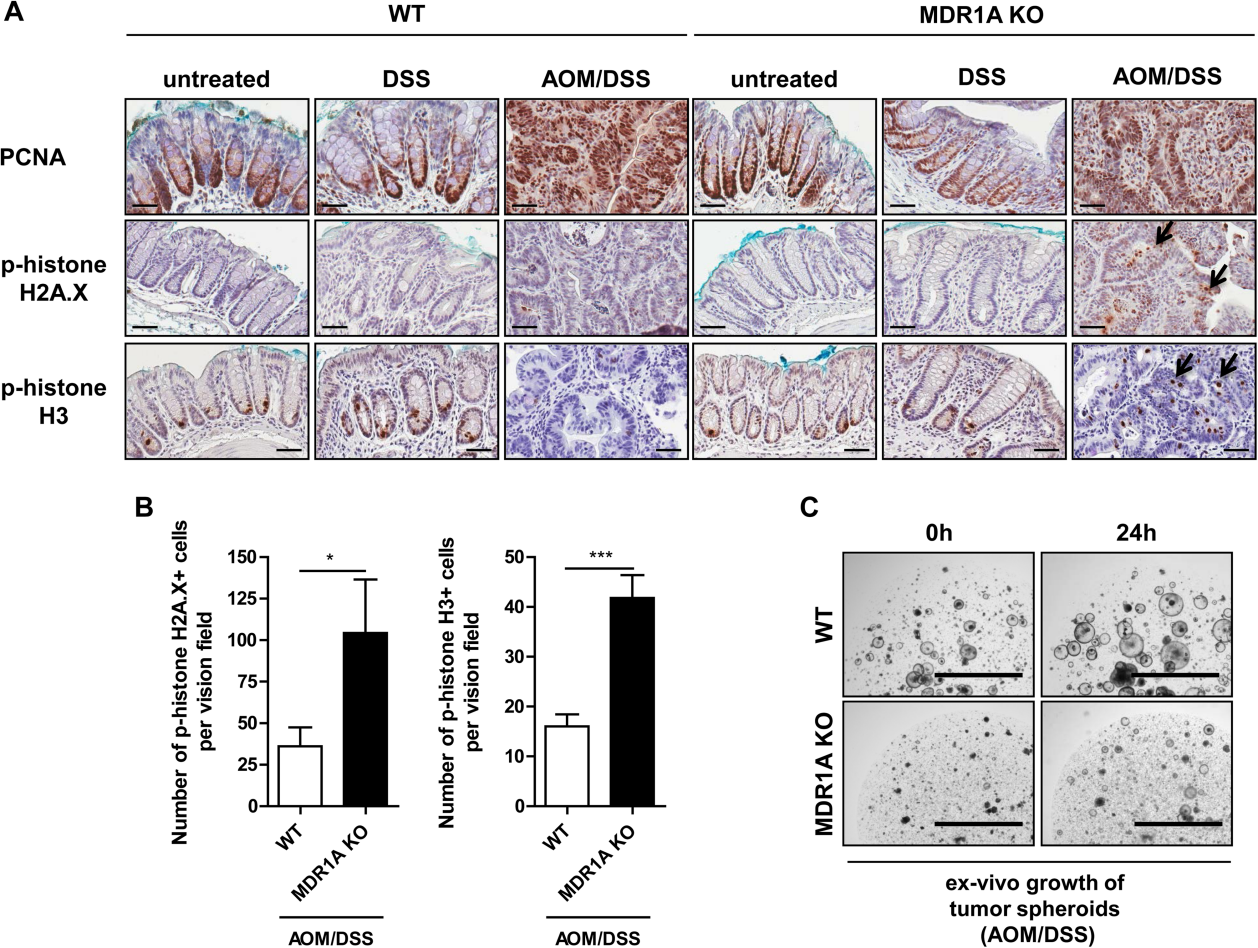
Colonic MDR1A KO tumors show increased cellular damage in-vivo, which correlates with reduced stem cell-enriched spheroid growth ex-vivo. (A) Representative anti-PCNA, anti-p-histone H2A.X and anti-p-histone H3 immunohistochemistry with DAB chromogen and hematoxylin counterstain of distal colons (untreated, DSS) and tumors (AOM/DSS) from WT and MDR1A KO mice (*n* = 3-9/group). Scale bar: 50μm. *Black arrows* indicate examples of positively labelled cells (B) which were quantified by counting at least 5–6 randomly chosen vision fields of each slide at an original magnification 40x (p-histone H2A.X) or 20x (p-histone H3). Data are presented as means ± SEM (*n* = 4–6 mice/group). *p < 0.05; ***p < 0.001. (C) Tumor spheroids from WT or MDR1A KO mice after AOM/DSS treatment were passaged and maintained in Matrigel® in a 6-well plate. On the next day and then 24h later, spheroids were imaged on the EVOS fl (X2) using standardized settings. Shown are representative images of ex-vivo tumor spheroid formations from WT and MDR1A KO after AOM/DSS treatment. Scale bar: 2000μm.

AOM represents a potent DNA damage-inducing agent that mediates p53-dependent intestinal epithelial apoptosis [45]. WT or MDR1A KO mice treated with AOM as a single modality did not develop tumors up to week 12 (data not shown). Furthermore, AOM alone did not induce DNA damage (as assessed by p-H2A.X-positive cells) in MDR1A KO colons (S3 Fig), suggesting that decreased tumorigenesis is not due to altered AOM sensitivity of the colonic epithelium in MDR1A KO mice.

### MDR1A-deficient tumors express high levels of immunoglobulin light chain genes and show altered expression of genes involved in apoptosis and injury

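Gene expression was measured in colonic tumors of 4 WT and 4 MDR1A KO male FVB/N mice, with 1 tumor and 1 array per mouse, so that the replicates are separate animals. The mice had received AOM once at 10 mg/kg and 3 cycles of 2.5% DSS of 7 days each, and the tumors, recorded as adenomas, were excised on day 84. Abcb1a, the gene disrupted in the MDR1A KO mice, had a log2 expression of 6.38 ± 0.35 (SD, n = 4) in MDR1A KO tumors and 9.04 ± 0.32 (SD, n = 4) in WT tumors. This is a log2 fold change of -2.67 (standard error 0.20, adjusted p = 0.00599 from limma), and the 4 MDR1A KO values, from 6.13 to 6.87, all lay below the 4 WT values, from 8.69 to 9.46 (two-sided exact permutation test, p = 0.029, the smallest p that 4 tumors against 4 allow). Which exons this probe set covers, and whether they lie in the disrupted part, is not given in the sources used here. Abcb1b, the other mouse gene for a multidrug resistance P-glycoprotein, had a log2 fold change of 0.41 (standard error 0.21, adjusted p = 0.803 from limma), which was within the spread between tumors (exact permutation test, p = 0.20) and was 0.19 without WT replicate 4, at 6.46. The adjusted p of Abcb1a was 0.253 under the methods' t-test and 0.0599 without MDR1A KO replicate 3, with a log2 fold change of -2.66 then.

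**Figure D1:**
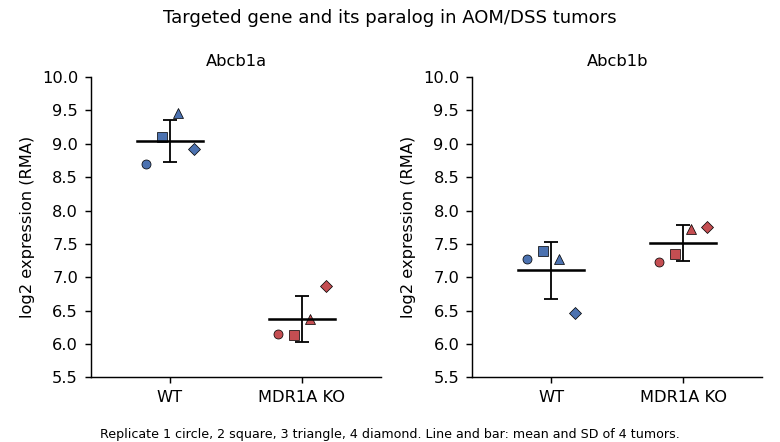
Log2 expression of Abcb1a and Abcb1b in each tumor (vertical axis, RMA signal) by genotype, with symbols for replicates 1 to 4 and the mean and SD of each group of 4 tumors. Abcb1a lies between 6.13 and 6.87 in MDR1A KO tumors and between 8.69 and 9.46 in WT tumors, while the Abcb1b values of the groups overlap.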

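Total RNA was hybridised to GeneChip Mouse Gene arrays, and the authors summarised the scanned signals per probe set with the robust multichip average (RMA) in Affymetrix Expression Console 1.4. RMA corrects the background, equalises the distributions of the arrays by quantile normalization and gives log2 values, so these steps are part of every value used here. The table held 41345 probe sets, of which 25335 had a gene symbol in the annotation used here (23521 with 1 symbol, 1814 with several) and 16010 had none. The median log2 signal of the 8 arrays ranged from 5.62 to 5.67. The mean correlation of an array with the others of its own genotype, across probe sets, was 0.973 to 0.979 for WT tumors and 0.985 to 0.986 for MDR1A KO tumors. With the arrays of the other genotype it was 0.975 to 0.983 for WT tumors, in each of the 4 higher than with the other WT tumors, and 0.978 to 0.982 for MDR1A KO tumors, in each lower than with the other MDR1A KO tumors. None of the 28 pairs of arrays held identical values. Two-sided tests were made with limma on the 25335 named probe sets, with Benjamini-Hochberg adjustment over them. The criterion of the paper, an unadjusted p under 0.05 with a change of at least 2-fold, was applied to the same fit. The number of arrays limits the precision. RNA had been extracted with either of a pair of kits, and which tumor went with which kit is not given in the sources used here, so a batch of this kind could not be examined.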

To gain further insight into the underlying host mechanisms responsible for reduced colitis-associated tumor growth in the context of MDR1A deficiency, we performed a broad gene expression profiling analysis to identify potential target genes. We compared mRNA expression levels in tumor tissues between AOM/DSS-exposed WT vs. MDR1A KO mice and identified 57 genes differentially regulated (*p* < 0.05; ±2-fold), which are summarized in S4 Table. 

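In MDR1A KO tumors 61 named probe sets passed the criterion of an unadjusted p under 0.05 and a change of at least 2-fold, 40 of them higher and 21 lower than in WT tumors. Among probe sets with 1 gene symbol, the largest rises with no overlap between the genotypes were in the immunoglobulin genes Igkv6-23 (log2 fold change 2.63, standard error 0.79), Igkv8-30 (2.25, 0.31) and Igh-VS107 (1.92, 0.64), and in the olfactory receptor gene Olfr111 (2.46, 0.38). They were followed by the hair keratin gene Krt84 (1.71, 0.30), the centrosomal protein gene Cep112 (1.55, 0.29) and Ogn, which encodes the matrix proteoglycan osteoglycin (1.39, 0.25). A brighter probe set of Igh-VS107 had a log2 fold change of 0.62 (0.24). The largest falls, after Abcb1a, were in St6galnac1, which encodes a sialyltransferase acting on mucin-type glycans (-2.35, 0.26), and in Dio2, which encodes a deiodinase that activates thyroid hormone (-2.24, 0.46). Further falls were in the cytokine gene Il6 (-1.39, 0.55), in Nppc, the gene of C-type natriuretic peptide (-1.17, 0.28), and in Xlr3b (-1.16, 0.47). Il6 and Xlr3b no longer passed under the methods' t-test, under eBayes with trend and robust, or without any 1 of MDR1A KO replicates 2, 3 and 4. Il6 lost an unadjusted p under 0.05 in 5 alternatives and Xlr3b in 6. Their log2 fold changes were -0.74 without WT replicate 1 and -0.60 without WT replicate 2, in the same order. D5Ertd579e was higher at 1 dim probe set, which S4 Table gives under another name (1.28, 0.26), while its brightest probe set had a log2 fold change of -0.42 (standard error 0.13).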

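After adjustment over the 25335 named probe sets, 4 genes had an adjusted p under 0.05 from limma, against 1621 at an unadjusted p under 0.05. They were Abcb1a, St6galnac1 (adjusted p = 0.0393), Moxd1, which encodes a monooxygenase and rose by a log2 fold change of 1.31 (standard error 0.14, adjusted p = 0.0386), and Msl3, which encodes a subunit of a histone acetyltransferase complex and fell by 0.87 on the log2 scale (standard error 0.08, adjusted p = 0.0129). The methods' t-test gave 36 named probe sets past the criterion and 1 gene after adjustment, Msl3. The count at the criterion was 123 without WT replicate 3, and without WT replicate 4 it was 28 higher and 32 lower. Between 0 and 4 genes passed adjustment when each tumor in turn was left out, with 0 without MDR1A KO replicate 3, where 1377 had an unadjusted p under 0.05. Of the 57 genes of S4 Table, chosen by the study on these samples, 33 were found by symbol or accession, and 32 of these passed the criterion in the direction given there. The exception, BC023105, had a log2 fold change of 0.82 (standard error 0.27) at its brightest probe set, while S4 Table gives the values of another.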

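All 16 immunoglobulin genes of S4 Table, 14 kappa variable and 2 heavy variable genes, were higher in MDR1A KO tumors, with log2 fold changes of 1.09 to 3.59. The annotation used here names 3 of them. The other 13 were matched to the only probe set whose fold change and p equal those of S4 Table, a match chosen after seeing the data, so their passing the criterion is not independent evidence. Among the named ones, Igkv8-30 reached a log2 expression of 11.48 ± 0.58 (SD, n = 4) in MDR1A KO tumors against 9.23 ± 0.47 in WT tumors. Igkv6-14 varied more at its brightest probe set, with a log2 fold change of 1.77 (standard error 0.76). The values of S4 Table for Igkv6-14, a 6.07-fold rise, are those of another probe set. Of those matched by value, Igkv3-1 had the largest rise (standard error 0.76), from WT values of 2.32 to 5.28 with a mean of 3.64, which lies near background and limits the precision of its fold. No immunoglobulin gene passed an adjusted p of 0.05 over all named probe sets.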

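Markers of the cells that make immunoglobulin were compared as lists set before the data were examined, by camera in limma with a preset correlation of 0.01 between genes. The lists measure RNA of excised tumors, whereas the paper stained sections and saw B220+ aggregates in the stroma around tumors and CD138+ clusters within them. How much surrounding stroma the samples held is not given in the sources used here, so the lists do not test that staining. Of 16 plasma cell markers, 13 had higher means in MDR1A KO tumors, with a mean log2 fold change of 0.37 (adjusted p = 0.00374, but adjusted p = 0.698 with an estimated correlation). Tnfrsf17, the receptor gene for plasma cell survival signals, had a log2 fold change of 0.95 (standard error 0.30), Jchain, the gene of the chain that joins immunoglobulin polymers, 0.92 (0.38), Irf4 0.87 (0.42) and Mzb1 0.77 (0.35). The first 2 had an unadjusted p under 0.05, and none passed when adjusted over the list alone or over all genes. Of 18 B cell markers, 8 were higher and 10 lower, with a mean log2 fold change of -0.08 (adjusted p = 0.935), and Bcl11a alone had an unadjusted p under 0.05 (0.28, 0.09). Of 12 germinal centre and lymphoid follicle genes 5 were higher and 7 lower (mean -0.02, adjusted p = 0.744). Single tumors decided these lists. Without WT replicate 3, whose B cell markers averaged 7.97 against 5.86 to 6.50 in the other WT tumors and 6.03 to 7.21 in MDR1A KO tumors, the B cell markers had a mean log2 fold change of 0.35 (adjusted p = 0.00197) and the germinal centre genes one of 0.19 (adjusted p = 0.0126), without MDR1A KO replicate 3 the B cell markers had one of 0.12 and without MDR1A KO replicate 2 one of -0.27, and without WT replicate 2 the plasma cell markers had one of 0.21 (adjusted p = 0.128).

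**Figure D2:**
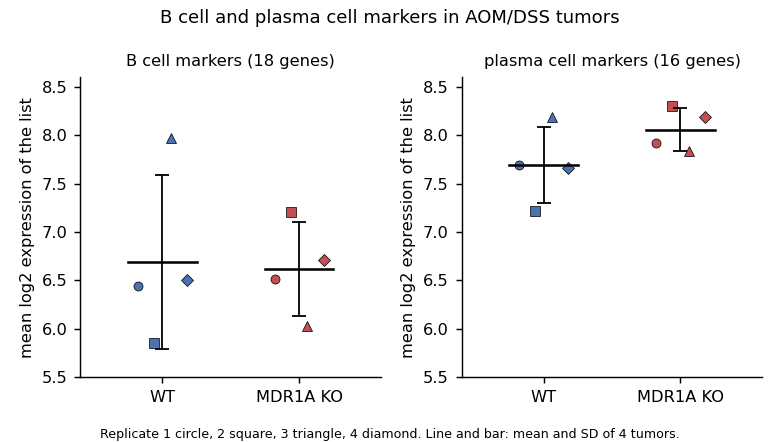
Mean log2 expression of the 18 B cell markers and the 16 plasma cell markers in each tumor (vertical axis) by genotype, with symbols for replicates 1 to 4 and the mean and SD of each group of 4 tumors. WT replicate 3 has the highest B cell mean, 7.97, and WT replicate 2 the lowest plasma cell mean, 7.22.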

Within this set, 16 genes alone belonged to *κ light chain and heavy chain Ig genes* which were significantly upregulated in MDR1A KO tumors, correlating with the enhanced presence of tumor-associated B cells and plasma cells in MDR1A deficiency (Fig 4). As annotated by the IPA Ingenuity knowledge base, 13 additional genes that were significantly altered in MDR1A KO tumors were associated with *apoptosis*, 19 with *organismal injury and abnormalities/cancer* and 9 with *inflammatory responses* as main biologic functions. 

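Of the 13 genes marked for apoptosis in S4 Table, 5 were higher and 8 lower in MDR1A KO tumors. Those higher included Krt17, a keratin gene of stressed epithelium (log2 fold change 1.07, standard error 0.17), and Nox1, which encodes the superoxide-producing NADPH oxidase of colonic epithelium (1.07, 0.35), and those lower included Nrg1, the gene of the ERBB ligand neuregulin (-1.22, 0.24). Of the 19 genes marked for organismal injury and abnormalities/cancer, 12 were higher, such as Trpv6, which encodes an epithelial calcium channel (1.26, 0.24), and Fras1, which encodes a basement membrane protein (1.03, 0.26), and 7 were lower, such as Cemip, which encodes a protein of hyaluronan breakdown (-1.44, 0.43). Of the 9 genes marked for inflammatory responses, 4 were higher, among them Gabrp, a subunit gene of a GABA receptor (1.17, 0.37), and 5 were lower, among them Il1rl1, the gene of the interleukin-33 receptor (-1.01, 0.32). The marks overlap, since 26 genes carried at least 1 and 5 genes all 3. All these genes passed the criterion, on which S4 Table was selected, so this is not independent evidence. After adjustment over all named probe sets 1 of the 26 genes, St6galnac1, remained under an adjusted p of 0.05 from limma. Matching by value stood in for the annotation in 3, 2 and 2 of the genes of the 3 marks, in the order given.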

As shown in Fig 6A, IPA indicated signaling of 7 molecules (CCL12, EREG, IL-11, SERPINE1, SERPINE2, STC1, TNFSF10) to be interconnected via PTGS2 (COX-2). 

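The genes of SERPINE2 and STC1 were lower in MDR1A KO tumors. Serpine2, which encodes the protease inhibitor nexin, had a log2 expression of 7.52 ± 0.20 (SD, n = 4) in MDR1A KO tumors and 8.54 ± 0.32 (SD, n = 4) in WT tumors, a log2 fold change of -1.02 (standard error 0.17). It was identified by the equality of its fold change and p with S4 Table, a match chosen after seeing the data. Stc1, which encodes the hormone stanniocalcin, had 7.49 ± 0.66 against 8.74 ± 0.45 (-1.25, 0.33). In both genes all MDR1A KO values lay below all WT values (exact permutation test, p = 0.029), in genes that the study chose on these samples, and neither passed adjustment over all probe sets. Among 17 genes of the plasminogen system and matrix proteases, set before the data were examined, 2 were lower at an unadjusted p under 0.05, Plaur, the gene of the urokinase receptor (log2 fold change -0.77, standard error 0.18), and Plau, the gene of urokinase itself (-0.61, 0.20). The inhibitor gene Timp2 was higher (0.57, 0.18), and Mmp3 had a log2 fold change of -1.21 (0.59). Adjusted over the list alone, 1 gene was lower and none higher, and the list as a whole did not pass camera in limma (mean log2 fold change -0.23, adjusted p = 0.160), although it did without WT replicate 4 (mean -0.32, adjusted p = 0.0360), and its mean was -0.13 without WT replicate 1 (adjusted p = 0.492).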

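Ptgs2, which encodes the inducible cyclooxygenase COX-2, had a log2 expression of 8.65 ± 0.80 (SD, n = 4) in MDR1A KO tumors and 10.19 ± 0.54 (SD, n = 4) in WT tumors. Its log2 fold change was -1.54 (standard error 0.39), a 2.92-fold lower signal, which passed the criterion of an unadjusted p under 0.05 and 2-fold but not adjustment over all named probe sets (adjusted p = 0.561 from limma). The groups overlapped by 1 tumor on each side, as MDR1A KO replicate 4 (9.59) lay above WT replicate 2 (9.45), and an exact permutation test gave p = 0.057. Leaving out each tumor in turn gave log2 fold changes from -1.86 to -1.25.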

Importantly, PTGS2 was markedly downregulated in MDR1A-deficient tumors compared to WT tumors. Similarly, gene expressions of EREG, a ligand of EGFR, and IL-11 were decreased in MDR1A KO tumors, while gene expressions of CCL12 (MCP-5) and TNFSF10 (TRAIL) were significantly increased in MDR1A KO tumors. 

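Ereg, which encodes the EGFR ligand epiregulin, had a log2 expression of 9.05 ± 0.82 (SD, n = 4) in MDR1A KO tumors against 10.47 ± 0.58 in WT tumors, a log2 fold change of -1.42 (standard error 0.41). Il11 had 7.11 ± 0.69 against 8.48 ± 0.60 (-1.37, 0.37). Ccl12 was higher, at 5.43 to 5.95 in the MDR1A KO tumors against 3.54 to 4.96 in the WT tumors (1.36, 0.28), and so was Tnfsf10, at 8.19 ± 0.59 against 6.95 ± 0.46 (1.23, 0.31). In Ereg, Il11 and Ccl12 the 4 MDR1A KO values did not overlap the 4 WT values (exact permutation test, p = 0.029), although in Ereg and Il11 MDR1A KO replicate 4 and WT replicate 2 were nearly level, at 9.98 and 9.99 and at 7.84 in both. In Tnfsf10 these tumors were at 7.49 and 7.50 (exact permutation test, p = 0.057). All 4 genes passed the criterion, on which the study had chosen them from these samples, and none had an adjusted p under 0.05 over all named probe sets, their adjusted p from limma lying between 0.435 and 0.649. From the lower PTGS2, EREG and IL11 and the higher CCL12 and TNFSF10, the paper proposes a model in which these genes are connected through PTGS2 and, in its discussion, a suppression of the PTGS2 and EGFR pathways in MDR1A deficiency.

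**Figure D3:**
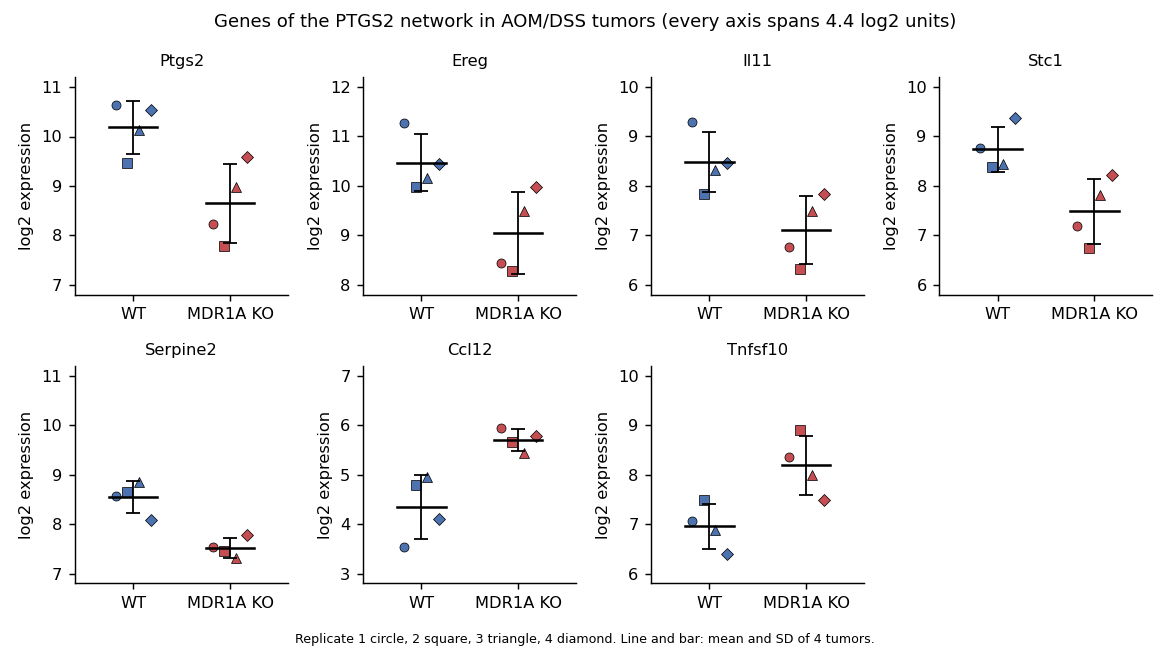
Log2 expression of 7 genes of Fig 6A in each tumor (vertical axes, each spanning the same range) by genotype, with symbols for replicates 1 to 4 and the mean and SD of each group of 4 tumors. Ptgs2, Ereg, Il11, Stc1 and Serpine2 are lower and Ccl12 and Tnfsf10 higher in MDR1A KO tumors, and the groups overlap in Ptgs2 and Tnfsf10.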

Realtime qPCR analysis of this selection of representative genes (IGKV4-90, PTGS2, TNFSF10, CCL12) validated the gene expression changes observed by the array analysis (Fig 6B).

**Fig 6:**
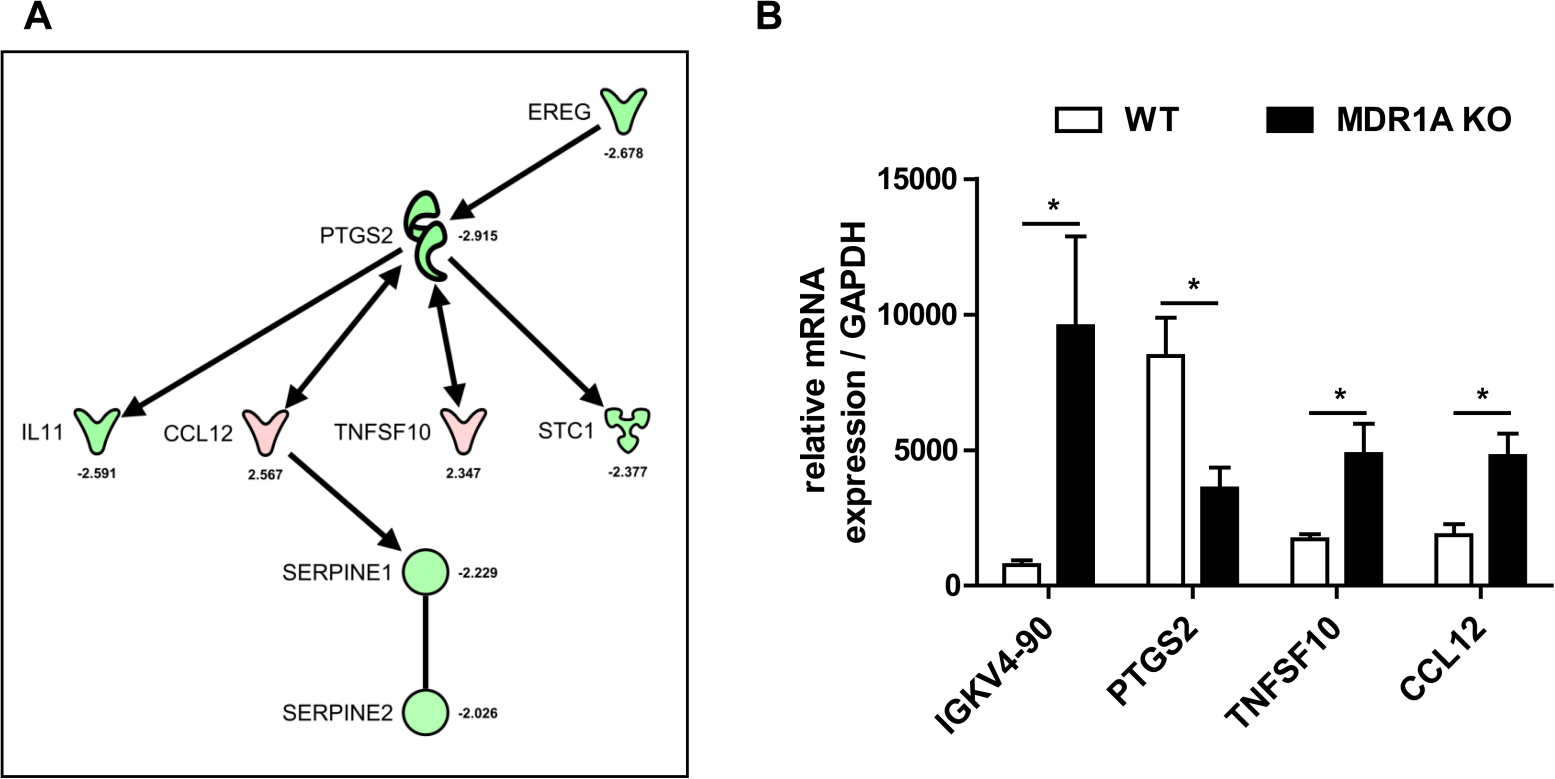
MDR1A-deficient colonic tumors show differentially regulated expression of distinct genes related to B cell activation and inhibition of tumor progression. (A) Molecules identified by microarray analysis to be differentially regulated in MDR1A KO vs. WT tumors were connected into a hypothetical common signaling model by the IPA knowledge base. Genes are shown in a red-to-green color scale, corresponding to their relative abundance in tumors from AOM/DSS-MDR1A KO mice compared to AOM/DSS-WT mice (*red* = higher; *green* = lower). A detailed list of all identified genes with expression levels is provided in S4 Table. (B) Relative expression of selected genes that were differentially regulated in MDR1A KO vs. WT tumors (*n* = 4/genotype), as determined by realtime qPCR analysis. Results are shown in relation to mRNA expression for the housekeeping gene GAPDH. Data are presented as means ± SEM (*n* = 4 individual tumors/genotype, *p < 0.05).

### Absence of adaptive immunity allows tumor progression of murine CAC in MDR1A deficiency

To determine the functional role of the adaptive immune system in our model in-vivo, we bred MDR1A KO mice to immunocompromised RAG2 KO mice to generate MDR1A/RAG2 dKO which lack mature B and T cells. RAG2 KO and MDR1A/RAG2 dKO mice were subjected to the AOM/DSS protocol and followed up to week 20, as initial results suggested delayed overall tumor development in both RAG2-deficient mice strains (data not shown). 50% (7 of 14) of the AOM/DSS-MDR1A/RAG2 dKO mice did not reach the experimental endpoint: 4 mice had to be sacrificed because of body weight loss > 20% (days 11, 30 (twice) and 84) and 3 mice died unexpectedly (days 33, 56 and 58). 10% (1 of 10) of the AOM/DSS-RAG2 KO mice did not reach the experimental endpoint and had to be sacrificed due to body weight loss > 20% (day 54).

Colon length, a marker of inflammation [39], was not reduced in AOM/DSS-treated RAG2 KO and MDR1A/RAG2 dKO mice (Fig 7A) and comparable to untreated, implying that inflammatory activity was not increased. Although the average number of tumors that developed per mouse was generally decreased in RAG2-deficient strains (Fig 7B), compared to WT or MDR1A KO mice (Fig 2C), the remaining MDR1A/RAG2 dKO mice showed a higher tumor burden than RAG2 KO (Fig 7B). However, we found no significant differences in tumor size or histopathology between RAG2 KO and MDR1A/RAG2 dKO (Fig 7B, 7C and 7D); all tumor lesions were either adenomas with high-grade dysplasia or non-invasive adenocarcinoma. Of note, the neoplasia score was significantly higher (*p* < 0.01) in MDR1A/RAG2 dKO tumors (Fig 7D) compared to MDR1A KO tumors (Fig 3B). In contrast to MDR1A KO tumors (Fig 5A and 5B), MDR1A/RAG2 dKO tumors showed hardly any DNA damage, as evidenced by very few p-histone H2A.X-positive cells and only some p-histone H3-positive cells (Fig 7D), which was comparable to RAG2 KO or WT tumors (Fig 5A and 5B). These findings imply that the adaptive arm of the immune system is essential to suppress intestinal tumor growth of murine CAC through enhanced cell injury in MDR1A deficiency.

**Fig 7:**
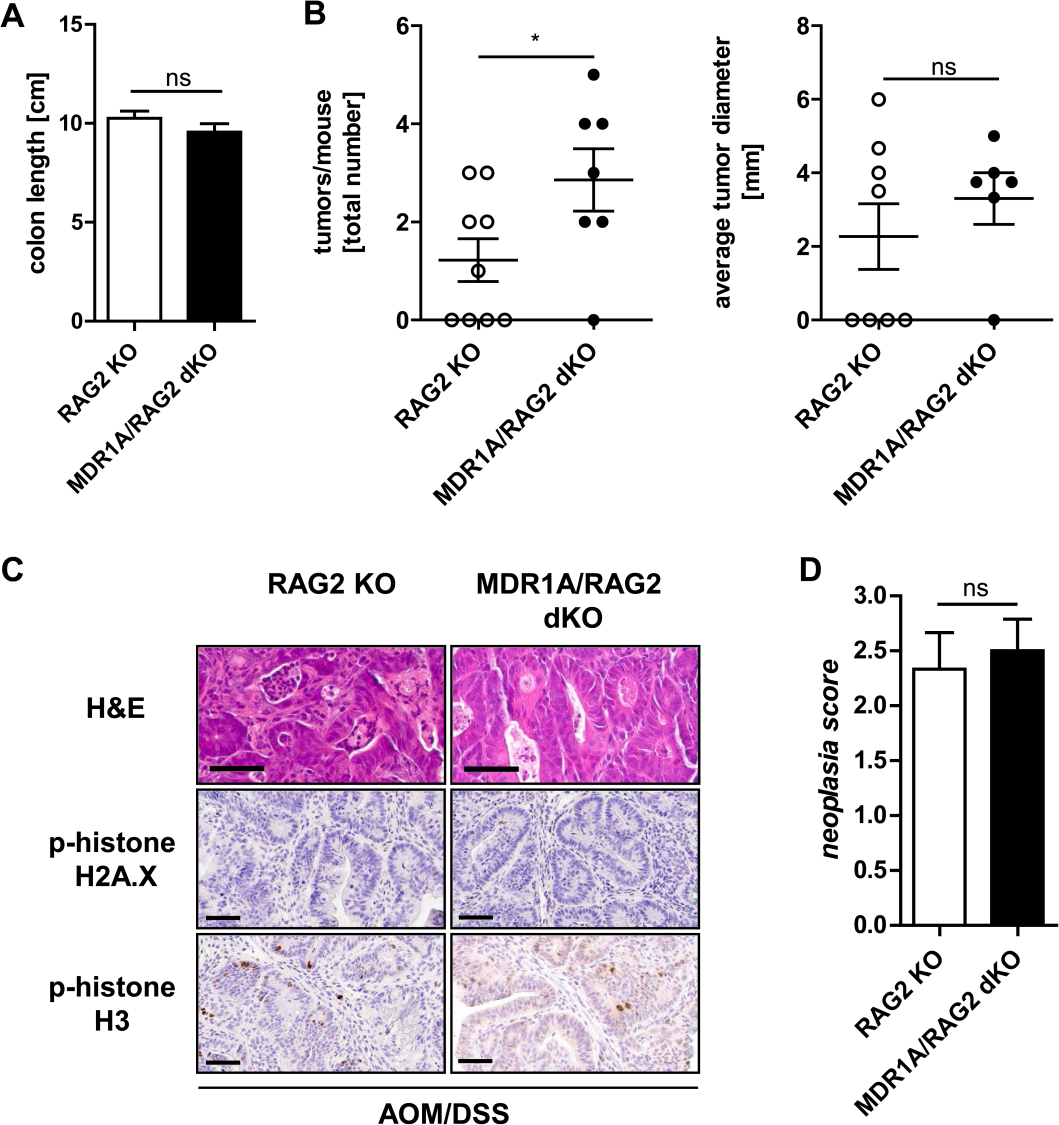
Absence of adaptive immunity decreases tumor cell damage in MDR1A deficiency. RAG2 KO and MDR1A/RAG2 dKO mice were intraperitoneally injected with AOM (10mg/kg body weight) and subjected to 3 cycles of DSS treatment (1 cycle representing 7 days of 2.5% DSS followed by 14 days of H_2_O). In week 20, (A) colon length was assessed and (B) macroscopic tumors in colons were counted and measured. Data pooled from at least two independent experiments are shown (*n* = 7–9 mice/genotype). (C) Representative H&E histopathology, anti-p-histone H2A.X and anti-p-histone H3 immunohistochemistry with DAB chromogen and hematoxylin counterstain (*n* = 6-8/group) of tumors from AOM/DSS-treated RAG2 KO and MDR1A/RAG2 dKO mice. Scale bars: 60μm. (D) Neoplasia score (*n* = 3–4 mice/genotype). (A,B,D) Data are presented as means ± SEM. *p < 0.05, ns: not significant.

### MDR1A KO B lymphocytes limit intestinal tumor growth ex-vivo

Based on our observations of 1. predominant B cell accumulation in the tumor microenvironment of MDR1A KO mice and 2. marked tumor progression of MDR1A/RAG2 dKO which lack B (and T) cells, we asked next what functional role B cells may play in colon tumor development in MDR1A deficiency. To avoid the high degree of mortality seen in AOM/DSS-MDR1A/RAG2 dKO mice, we established a novel, ex-vivo model, as described in *Materials and Methods* (S1 Fig). Growth of AOM/DSS colonic tumor-derived spheroids from MDR1A KO mice, but not WT, was delayed (Fig 5C) due to increased cell damage (Fig 5B). We therefore co-cultured CD19+ B cells from MDR1A KO mice with AOM/DSS colonic tumor-derived spheroids from WT mice as “tumor target” for 24h in a Transwell® system in a proof-of-concept approach. When WT tumor spheroids were exposed to CD19+ B cells from WT mice, no change in intestinal tumor growth rate was observed (Fig 8) compared to control media alone. However, when WT tumor spheroids were exposed to CD19+ B cells from MDR1A KO mice, this treatment significantly reduced WT tumor growth (Fig 8). These data suggest that MDR1A-deficient B cells may elicit specific anti-tumor immune responses in the microenvironment which contribute to inhibition of intestinal tumor promotion.

**Fig 8:**
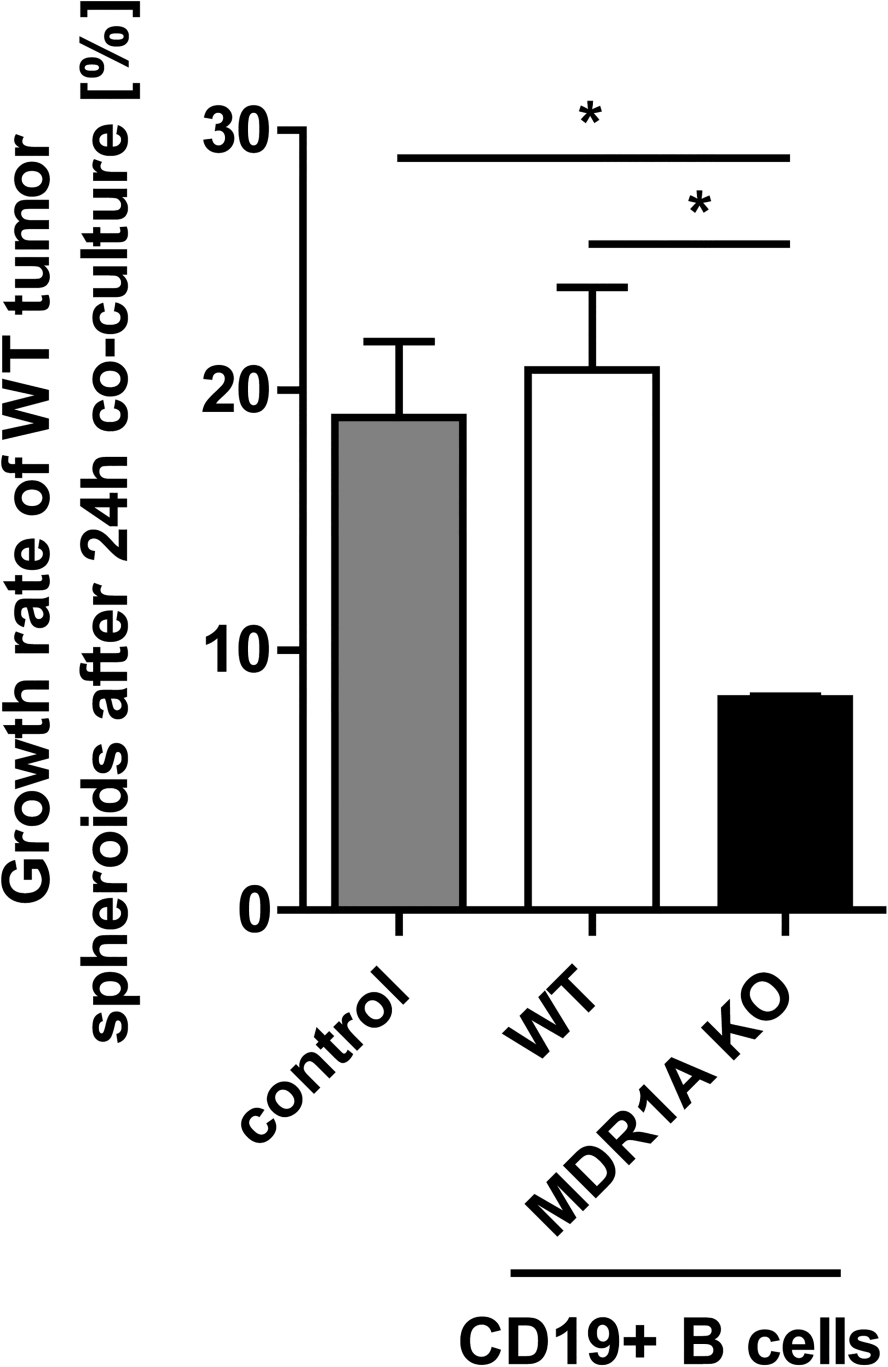
MDR1A-deficient B lymphocytes limit intestinal tumor spheroid growth ex-vivo. As depicted in S1 Fig and described in *Materials and Methods*, WT tumor spheroids (each clone in duplicate; one clone/WT mouse after AOM/DSS treatment) were grown ex-vivo in Matrigel® for 44h in a 6-well plate and then co-cultured for 24h with purified CD19+ B cells (4x10^6^/2ml on a 0.4μm-insert membrane; in duplicate) from untreated, age- and gender-matched WT or MDR1A KO mice. Control only contained full media supplemented with BAFF, but no B cells. Spheroids were imaged on the EVOS fl (X2) before (0h) and after (24h) addition of B cells. Spheroid areas [mm^2^] were measured by ImageJ (applying a known image scale as calibration) and the relative 24h-growth rates were calculated. Results of a representative experiment are shown (*n* = 2). Data are presented as means ± SEM (*n* = 3 tumor spheroid clones, *p < 0.05).

## Discussion

Reduced ABCB1/MDR1 mRNA expression has been associated with active UC [46] and early CRC [14]. Loss of MDR1A gene function drives chronic colitis in mice [16, 17, 47]. The present study implies a previously unappreciated role of ABCB1/MDR1 in colonic tumor advancement under chronic inflammatory conditions. We found that lack of ABCB1/MDR1-mediated signals promoted a B cell-dominated tumor immunogenic microenvironment and resulted in an increase in tumor cell damage, which correlated with inhibition of inflammation-associated tumor growth.

First, we showed that the expression pattern of ABCB1/MDR1 differs between human CAC vs. CRC specimens. We confirmed previous observations [14] that ABCB1 mRNA levels are lower in CRC tumor tissues when compared to morphologically normal tumor margin tissues. In contrast, ABCB1 mRNA levels were highly variable in CAC tumor and matched non-tumor tissues. No significant difference was detectable to active UC without colon cancer, but the observed divergence of mRNA levels did not correlate directly with changes in protein abundance. Most tissue samples from active UC – regardless whether with or without colon cancer – exhibited diminished protein expression of apical ABCB1/MDR1 p-gp in IEC of inflamed colons, in contrast to CRC or normal controls. Future studies will need to identify the reasons for these poor correlations between the level of ABCB1/MDR1 mRNA and the level of p-gp protein in human CAC. In general, protein turnover of p-gp appears to be a cell-cycle-dependent process and may occur independently from mRNA regulation, as observed in other cancer cell types [48]. Several signaling pathways, which are also involved in IBD pathogenesis, have been shown to influence protein stability of p-gp, regulating its expression and activity [9, 49] without affecting ABCB1/MDR1 mRNA levels, by e.g. posttranscriptional modifications [50]. Alterations of the ubiquitin-proteasome system in IBD [51] may degrade p-glycoprotein [52]. Pro-inflammatory cytokines in IBD, such as TNFα [53], IL-1ß or IL-6 [54], may secondarily modulate expression and activity of ABCB1/MDR1. In addition, numerous microRNAs, which have been linked to IBD [55], may control p-gp signaling.

Second, we assessed the consequences of ABCB1/MDR1 loss-of-function on CAC in mice. Our results indicate that MDR1A deficiency enhanced intratumoral inflammation and cellular damage, which were associated with reduced colonic tumor size and decreased degree of dysplasia. 

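Most macrophage genes and most genes that respond to interferon-gamma had higher means in MDR1A KO tumors than in WT tumors, although neither list passed with an estimated correlation between genes, and the inflammatory cytokine genes moved both ways. Of 19 macrophage and monocyte markers, 17 had higher means in MDR1A KO tumors, 10 of them at an unadjusted p under 0.05 and 2 when adjusted over the list alone, and none was lower at that level. Adgre1, the gene of a macrophage surface antigen, had a log2 fold change of 0.67 (standard error 0.14), Cx3cr1 0.87 (0.27), Aif1 0.54 (0.15) and the lysozyme gene Lyz2 0.35 (0.12). The list had a mean log2 fold change of 0.37 (camera in limma, adjusted p = 3.73e-08, but adjusted p = 0.664 with an estimated correlation). An exact permutation test of its means per tumor gave p = 0.086. Staining of sections in the paper, a measure of protein, showed CD11b+ myeloid cells to a like extent in WT and MDR1A KO tumors. Of 20 genes of the interferon-gamma response and antigen presentation, 19 had higher means, 3 at an unadjusted p under 0.05 and 0 adjusted over the list alone, with a mean log2 fold change of 0.59 (adjusted p = 1.73e-06, but 0.698 with an estimated correlation). The 3 were Nos2, the gene of the inducible nitric oxide synthase (1.41, 0.48), and the chemokine genes Cxcl9 (1.30, 0.48) and Cxcl10 (0.82, 0.29). Without MDR1A KO replicate 2 the mean of this list was 0.25. Of 23 inflammatory cytokine genes, 3 were lower at an unadjusted p under 0.05, Il11, Il6 and Il1a (-0.44, 0.19), and 1 was higher, Tnf (0.62, 0.20), with a list mean of -0.11, a median of 0.03 (adjusted p = 0.625) and none past the threshold adjusted over the list alone. The mean of this list was -0.04 without WT replicate 1 and -0.17 without WT replicate 2. Lower in MDR1A KO tumors at an unadjusted p under 0.05 were also 2 of 14 hypoxia genes, Vegfa, the gene of the main angiogenic growth factor (-0.45, 0.12), and the glucose transporter gene Slc2a1 (-0.39, 0.12), in a list that did not pass camera (mean -0.07, adjusted p = 0.161), but did without WT replicate 3 (adjusted p = 0.0427) or WT replicate 4 (adjusted p = 0.0360), and had a mean of 0.01 without WT replicate 1 and -0.04 without MDR1A KO replicate 3.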

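T cell markers (17 genes, mean log2 fold change 0.23, adjusted p = 0.0190) and interferon-stimulated genes (21 genes, mean 0.21, adjusted p = 0.00509) passed camera, but both had an adjusted p of 0.698 with an estimated correlation and lost the call without WT replicate 2 (means of 0.09 and 0.12) or MDR1A KO replicate 2 (0.15 and 0.06), as did the T cell markers without WT replicate 4 (0.18). The mean of the T cell markers was 0.37 without WT replicate 3. An exact permutation test of their means per tumor gave p = 0.31. Staining for CD3e in the paper showed no substantial difference between the genotypes in tumors. At an unadjusted p under 0.05, 3 of the T cell markers and 1 interferon-stimulated gene were higher and none was lower, and adjusted over the list alone 0 and 1 were. Cd3g had a log2 fold change of 0.99 (standard error 0.40), Foxp3 0.47 (0.21) and Ddx58, the gene of the RNA sensor RIG-I, 0.37 (0.08). Neutrophil markers (17 genes, mean -0.09, adjusted p = 0.358) and the genes of natural killer and cytotoxic cells (14 genes, mean 0.06, adjusted p = 0.487) did not pass, although without WT replicate 4 the neutrophil markers had a mean of -0.43 (adjusted p = 0.000367) and without WT replicate 1 one of 0.27 (adjusted p = 0.274), and the mean of the natural killer and cytotoxic genes was -0.03 without WT replicate 2 and 0.11 without WT replicate 1. Smooth muscle markers were higher in all 12 genes measured, with a mean log2 fold change of 0.72 (adjusted p = 2.19e-05, but 0.698 with an estimated correlation), and none of the 12 had an unadjusted p under 0.05. Their mean was 1.12 without WT replicate 3 and 0.45 without WT replicate 4. Fibroblast markers had a mean of 0.21 (16 genes, adjusted p = 0.0415, and 0.698 with an estimated correlation). This call was lost without WT replicate 2 (mean 0.12), WT replicate 4 (0.04) or MDR1A KO replicates 1, 3 or 4 (0.21, 0.21 and 0.18), and the mean was 0.41 without WT replicate 3.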

MDR1A deficiency shifted the enhanced intrinsic inflammatory response towards an anti-tumorigenic microenvironment by targeting the expression of important genes known to be critical modulators of colon cancer progression. We used the global MDR1A gene knockout model [15], which lacks tissue and cell specificity. ABCB1/MDR1 p-gp is expressed in most tissues throughout the organism and by many different cell types of the intestinal mucosal barrier, including intestinal epithelial and immune cells, such as B lymphocytes [56]. Our results reveal that ABCB1/MDR1 loss-of-function affected (at least) these two cell compartments in murine CAC.

Blockade of PTGS2 (COX-2) activity, a key player in colorectal carcinogenesis, inhibits intestinal tumorigenesis [34, 57] and exacerbates inflammation-associated colonic injury [58]. Induction of the PTGS2 pathway increases p-gp activity in-vitro [59]. We show that restrained colonic tumor growth and collateral tissue damage in MDR1A deficiency were associated with marked gene suppression of PTGS2 within intestinal tumors. IL-11, a downstream target of PTGS2 [60] and a potent driver of tumor progression in CAC [61], was significantly reduced in inflamed MDR1A KO tumors compared to WT tumors. Activation of the EGFR signal transduction pathway controls a variety of cellular processes essential for colon cancer progression, including tumor cell survival, proliferation and motility [62]. Both, PTGS2 [63] and ABCB1/MDR1 [64], are regulated by EGFR signaling. We demonstrate that downregulation of PTGS2 coincided with decreased gene expression of the EGFR ligand EREG in inflamed MDR1A-deficient tumors. Thus, lack of ABCB1/MDR1-mediated signals appears to be closely intertwined with concordant suppression of the PTGS2 and EGFR signaling pathways in colitis-associated tumorigenesis, implying severe impairment of epithelial proliferation during inflammatory injury in-vivo [65, 66]. 

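Of 16 genes of EGFR/ERBB ligands, receptors and regulators, 11 had lower and 5 higher means in MDR1A KO tumors, 4 were lower at an unadjusted p under 0.05 and 3 when adjusted over the list alone, and none was higher. The mean log2 fold change was -0.27 and the median -0.10 (camera in limma, adjusted p = 0.00344, but 0.344 with an estimated correlation). Ereg and Nrg1 were chosen by the study on these samples, so the count adjusted over the list alone is not independent evidence for them. Without both, an alternative chosen after seeing the data, the other 14 genes had a mean of -0.12, a median of -0.04 and an adjusted p of 0.0578. Besides Ereg and Nrg1, those lower were Egfr, the gene of the receptor itself (log2 fold change -0.39, standard error 0.10), and Errfi1, a feedback inhibitor gene of EGFR signaling (-0.46, 0.17). The means of the 16 genes in the 4 MDR1A KO tumors all lay below those of the 4 WT tumors (exact permutation test, p = 0.029). This is the smallest p possible and is not adjusted for the number of lists. In camera these 16 kept their call when any 1 tumor was left out. Both results include Ereg and Nrg1, so they are not independent of the study's choice. The other 14 genes alone, again after seeing the data, also gave p = 0.029 in the exact permutation test. Apart from Ptgs2, the 21 prostaglandin and eicosanoid genes had 1 member at an unadjusted p under 0.05, the prostaglandin D synthase gene Ptgds, which was higher (0.21, 0.09). The prostaglandin transporter gene Slco2a1 had a log2 fold change of -0.43 (0.23) and the hematopoietic prostaglandin D synthase gene Hpgds 0.55 (0.27), and the list did not pass (mean -0.13, adjusted p = 0.333), with means of -0.06 without WT replicate 3 and -0.19 without WT replicate 2. Of 23 proliferation genes none had an unadjusted p under 0.05, and Mki67, the gene of the proliferation marker Ki-67, had a log2 fold change of 0.15 (0.14), with a list mean of 0.02 (adjusted p = 0.849), which without MDR1A KO replicate 4 was 0.09 (adjusted p = 0.0388) and without WT replicate 1 was -0.06.

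**Figure D4:**
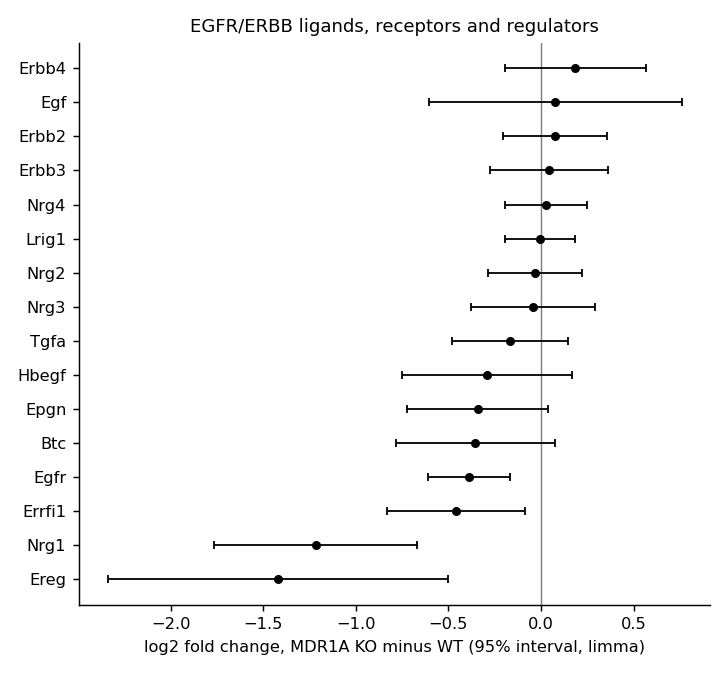
Log2 fold change of each of the 16 EGFR/ERBB ligand, receptor and regulator genes, MDR1A KO minus WT (horizontal axis, points with 95% intervals from limma). The intervals of Ereg, Nrg1, Errfi1 and Egfr lie below 0, and those of the other genes include 0.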

Future studies will need to determine whether signaling of EGFR and PTGS2 may be regulated by a feedback loop mediated through ABCB1/MDR1 – possibly via Platelet-activating factor (PAF), a p-gp substrate [67], which affects EGFR phosphorylation [68] and PTGS2-mediated prostaglandin release [69]. It remains to be examined whether MDR1A deficiency impairs TCF4/ß-catenin responsive elements in the promoter in chronic inflammation, potentially altering the Wnt/ß-catenin signaling pathway [70], which itself interrelates with PTGS2 and EGFR signaling in multidirectional loops [71, 72]. Bystander effects exhibited by MDR1A-deficient inflammatory cells infiltrating the microenvironment as a result of signals received from the nearby tumor cells (and vice versa) remain to be dissected.

Endogenous TNFSF10 (TRAIL), a member of the TNF family of ligands, selectively induces apoptosis of a variety of tumor cells without harming normal, non-transformed cells [73]. Inhibition of PTGS2 or EGFR signaling is known to sensitize tumor cells to TNFSF10-mediated apoptosis [74, 75]. We found enhanced expression of TNFSF10 in inflamed colonic tumors in the context of MDR1A deficiency, associated with accumulation of phosphorylated histone H2A.X and phosphorylated histone H3, as evidence of enhanced DNA damage and cell death [43, 44]. 

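Beside Tnfsf10, 2 of the 19 genes of the apoptosis machinery were higher in MDR1A KO tumors at an unadjusted p under 0.05, Bcl2, which encodes an inhibitor of apoptosis (log2 fold change 0.43, standard error 0.11), and Tnf. None was lower at that level. Adjusted over the list alone, 2 were higher, Tnfsf10 and Bcl2, and the call of Tnfsf10 is not independent evidence. The pro-apoptotic gene Bid had a log2 fold change of 0.18 (0.09). The list, which holds Tnfsf10, chosen by the study on these samples, did not pass camera (mean 0.09, median -0.0021, adjusted p = 0.456), with a mean of 0.06 without WT replicate 4 or MDR1A KO replicate 2. Of 19 p53 target and DNA damage genes, 15 had lower means, 2 of them at an unadjusted p under 0.05, and 4 had higher means, 1 of them at that level. Cdkn1a, the gene of the cell cycle inhibitor p21, was lower (-0.31, 0.08), as was the stress kinase gene Plk2 (-0.35, 0.14), and the p53-induced gene Trp53inp1 was higher (0.37, 0.09). Adjusted over the list alone, Cdkn1a and Trp53inp1 kept their calls. The list mean was -0.11 (adjusted p = 0.0366, but adjusted p = 0.698 with an estimated correlation), and its call was lost without WT replicate 1 (mean -0.08), WT replicate 4 (-0.10) or MDR1A KO replicate 1 (-0.07).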

Growth was significantly impaired in MDR1A-deficient colonic tumor spheroids when cultured ex-vivo, suggesting that increased intratumoral damage in MDR1A deficiency affects tumor-propagating cells. An inverse relationship between p-gp and TNFSF10 has previously been described in-vitro using ABCB1/MDR1-transfected HeLa cells [76], however the underlying signaling mechanisms of this correlation and cellular source remain to be studied.

A unique feature of colonic tumors of AOM/DSS-exposed MDR1A KO mice were the large peritumor aggregates of B220+ B cells and interspersed CD138+ plasma cells. 

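The immunoglobulin kappa variable genes had higher means in MDR1A KO tumors in all 13 members that the annotation names, 7 of them at an unadjusted p under 0.05 and 5 past 2-fold as well. The study chose 3 of the 13, Igkv8-30, Igkv6-23 and Igkv6-14, on these samples. Adjusted over the list alone, 1 gene was higher, Igkv8-30, which is not independent evidence. Igkv8-19 had a log2 fold change of 1.44 (standard error 0.51), and Igkv4-70, at 11.98 ± 0.35 (SD, n = 4) in MDR1A KO tumors and 11.02 ± 0.78 (SD, n = 4) in WT tumors, one of 0.97 (0.35). The mean log2 fold change of the family was 1.31 (camera in limma, adjusted p = 4.18e-09, but 0.664 with an estimated correlation), and it was past the threshold when any 1 tumor was left out, at 0.90 to 1.67. The 10 members outside S4 Table, a selection made after seeing the data, had a mean of 1.03 (adjusted p = 7.28e-06, but 0.712 with an estimated correlation), with 4 of them at an unadjusted p under 0.05. The family averaged 10.56 ± 0.52 (SD, n = 4) in MDR1A KO tumors and 9.25 ± 1.08 (SD, n = 4) in WT tumors, where WT replicate 3, at 10.36, lay above MDR1A KO replicates 1 and 3 (exact permutation test, p = 0.114). The only lambda variable gene named, Iglv1, had a log2 fold change of 1.39 (0.75). Of 3 heavy variable genes 2 had higher means, Ighv1-54 (1.34, 0.89) and Ighv1-53 (0.75, 0.52), and none had an unadjusted p under 0.05. The constant gene Ighm, at 12.58 in MDR1A KO tumors and 11.59 in WT tumors, had a log2 fold change of 0.99 (0.35), while Ighg3 had one of 0.20 (1.18) and, at its other probe set, of -0.22.

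**Figure D5:**
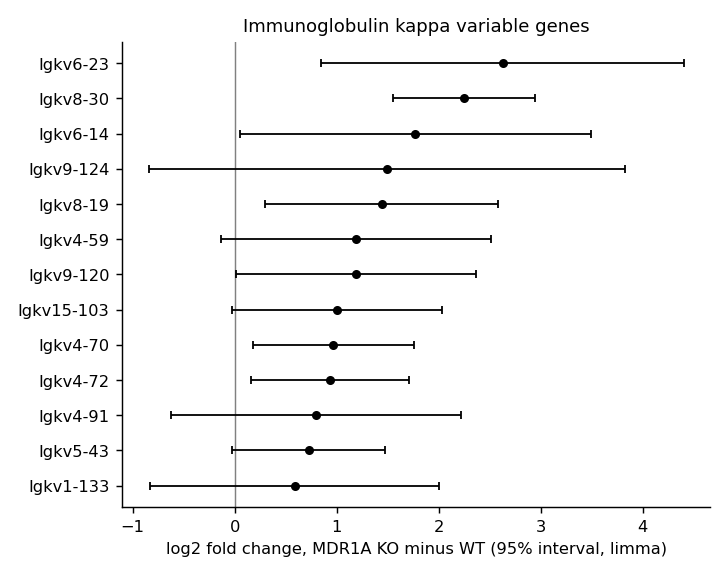
Log2 fold change of each of the 13 named immunoglobulin kappa variable genes, MDR1A KO minus WT (horizontal axis, points with 95% intervals from limma). All points lie above 0, from 0.59 to 2.63, and the intervals of 7 genes exclude 0.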

Microarray analysis revealed upregulated expression of fragments of predominantly variable regions of Ig light chains within MDR1A KO tumors, likely representing tumor-reactive and/or auto-reactive antibodies. 

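Among 24 chemokine genes 3 were higher in MDR1A KO tumors at an unadjusted p under 0.05, Ccl12, Ccl17, which encodes a ligand of CCR4 on T cells (log2 fold change 0.78, standard error 0.23), and Ccl20, which encodes the CCR6 ligand (0.42, 0.17), and none was lower. Cxcl5, which encodes a neutrophil attractant, had a log2 fold change of 0.86 (0.42). Adjusted over the list alone, 1 gene was higher, Ccl12, which is not independent evidence, as the study chose it on these samples. The list, which holds Ccl12, did not pass camera in limma (mean 0.17, adjusted p = 0.0688). It passed without any 1 of WT replicates 1 and 3 and MDR1A KO replicates 1 and 3, with a mean of 0.31 without WT replicate 3 (adjusted p = 0.000983), and had a mean of 0.10 without WT replicate 2 and 0.02 without WT replicate 4. Ccl12, at a mean of 4.34 in WT tumors, was among the 33.3% of probe sets with the lowest mean signal, under 5.06, which lie closest to background.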

Inflamed MDR1A KO tumors showed increased expression of the CCR2 ligand CCL12 (MCP-5) in the microenvironment, which is known to be expressed by recruited inflammatory macrophages [77, 78], specifically attracting B cells [79]. Chronic mucosal inflammation [80] and colorectal tumorigenesis [81] have been associated with altered B cell function, but the exact contribution of B cells and plasma cells in the pathogenesis of CAC (and IBD) remains unknown. MDR1A deficiency protected against tumor progression by accelerating intratumoral cell death, which was dependent on the adaptive immune system. Functionally, we show that MDR1A KO B cells may contribute to intestinal tumor growth inhibition by exerting anti-tumor effects. When co-cultured in close proximity to WT tumor spheroids, MDR1A KO CD19+ B cells, but not WT CD19+ B cells, repressed tumor growth. To enhance B cell survival, our experiments were performed in the presence of BAFF. We cannot exclude that BAFF may have modulated the anti-tumor activity of B lymphocytes in MDR1A deficiency ex-vivo. Future studies will need to identify the specific B cell subset-derived immune responses against CAC in MDR1A deficiency, which may include several tumoricidal mechanisms, such as production of granzyme B [82] and anti-tumor antibodies [83]. It is possible that colonic MDR1A KO B cells represent the cellular source of enhanced cytotoxic TNFSF10 in the inflamed tumor microenvironment [84].

Colon cancer has been linked to alterations in the gut microbiome [5]. Colonic inflammation in MDR1A KO mice is commensal microbiota-dependent [16, 17, 47]. Future studies will also need to investigate how the gut microbiota may affect tumor development and regression in the context of MDR1A deficiency. Changes in commensal composition in MDR1A deficiency, potentially altering host mucosal immune responses to a predominantly pro-apoptotic and anti-proliferative phenotype, remain to be identified. It must be clarified whether bacterial ligands may directly trigger enhanced tumor cell damage and death in MDR1A deficiency. It is possible that bacterial ligands may recruit and render B cells to acquire cytotoxic activities against tumor cells [84] in MDR1A deficiency.

In conclusion, our study establishes a pro-tumor function of ABCB1/MDR1 in murine CAC. Loss of ABCB1/MDR1 protein function in human UC may represent an important intrinsic host defense mechanism to attenuate tumor progression of CAC.

## Supporting information

S1 Table List of antibodies.

S2 Table Histopathologic patient characteristics.

S3 Table Conditions of immunohistochemistry.

S4 Table Gene expression profiling by microarray analysis of MDR1A KO vs. WT tumors induced by AOM/DSS. Genes significantly regulated (AOM/DSS-MDR1A KO tumors vs. AOM/DSS-WT tumors) were included, as described in *Materials and Methods*. *P* values <0.05 are marked in yellow; >2-fold changes in red (upregulated) or blue (downregulated), respectively. Gene accession numbers, gene symbols, gene descriptions, Gene Ontology (GO) annotations (molecular functions and biological processes) and IPA associations are listed for each specific gene. The identified κ light chain and heavy chain Ig genes are shaded in grey.

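For each of its 57 genes S4 Table gives a fold change and a p. Both were recomputed from the deposited log2 values as the ratio of the geometric means of 4 MDR1A KO and 4 WT tumors, negative where lower, and the p of the methods' t-test. For all 33 genes with a match in the annotation used here, exactly 1 of the 41345 probe sets had the fold change and p of S4 Table within 0.005 and 5e-05, and in 31 of the 33 it was the probe set of that gene with the highest mean. In the other 2, BC023105 and Igkv6-14, it was another probe set. For the remaining 24 genes, among them Serpine2 and 13 immunoglobulin genes, the single probe set with equal values was used, a match chosen after seeing the data. With these, 56 of 57 genes passed the criterion in limma. The methods' t-test over all 41345 probe sets gave 76 past the criterion, 49 higher and 27 lower, of which 19 have the values of no entry of S4 Table.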

(PDF)

S1 Fig Schematic representation of the co-culture experiments of either WT CD19+ B cells or MDR1A KO CD19+ B cells or control media (no B cells) with AOM/DSS-tumor derived WT spheroids.

S2 Fig Relative frequencies of different B cell subsets. The relative frequencies of different B cell subsets (*pro-B*: B220+CD43+; *pre-B*: B220+CD43-IgD-IgM-; *immature B*: B220+CD43-IgD-IgM+; *mature B*: B220+CD43-IgD+IgM+; *plasma cells*: B220-CD19-CXCR4+CD138+) in (A) bone marrow, (B) spleen and (C) colonic lamina propria from untreated WT and MDR1A KO (~23 wk old; *n* = 3/group) were determined by flow cytometry (as percentage of all live cells). Results show means ± SEM of 3 independent experiments.
(TIF)

S3 Fig No evidence of increased intestinal epithelial cell damage after AOM treatment of MDR1A KO mice. Representative immunofluorescent staining with anti-p-histone H2A.X (FITC, green) of distal colons from untreated vs. AOM-treated MDR1A KO mice (*n* **=** 3-4/group), as assessed by confocal laser microscopy. Scale bar: 100μm. Nuclei were counterstained with propidium iodide (red).
(TIF)

# Supplementary material for: MDR1A deficiency restrains tumor growth in murine colitis-associated carcinogenesis
**Source:** PLoS One. 2017 Jul 7;12(7):e0180834. doi: 10.1371/journal.pone.0180834
**Supplement:** S1 Table

**Antibody**	**Company**	**Product no.**	**Clone**	**Isotype**
<i>Immunohistochemistry & Immunofluorescence</i>				
CD3	Thermo Fisher	MA5-14524	SP7	Rabbit IgG
CD45R/B220	eBioscience	14-0452	RA3-6B2	Rat IgG2a, kappa
CD138/Syndekan-1	Biolegend	142501	281-2	Rat IgG2a, kappa
E-Cadherin	Cell Signaling	3195		Rabbit IgG
MDR1/ABCB1	Cell Signaling	13978	E1Y7S	Rabbit IgG
Non-phospho (Active) beta-Catenin (Ser33/37/Thr41)	Cell Signaling	8814	D13A1	Rabbit IgG
PCNA	Cell Signaling	13110	D3H8P	Rabbit IgG
Phospho-Histone H2A.X (Ser139)	Cell Signaling	9718	20E3	Rabbit IgG
Phospho-Histone H3 (Ser10)	Cell Signaling	9701		Rabbit IgG
<i>FACS</i>				
APC Anti-Mouse CD43	BD Pharmingen™	560663	S7	Rat IgG2a, kappa
APC Anti-Mouse CD138/Syndecan-1	Biolegend	142505	281-2	Rat IgG2a, kappa
FITC Anti-Mouse IgM	eBioscience	11-5790-81	II/41	Rat IgG2a, kappa
PE Anti-Mouse CD184/CXCR4	Biolegend	146505	L276F12	Rat IgG2b, kappa
PE Anti-Mouse IgD	BD Pharmingen™	558597	11-26c.2a	Rat IgG2a, kappa
PE-Cy™7 Anti-Mouse CD45R/B220	BD Pharmingen™	552772	RA3-6B2	Rat IgG2a, kappa
PerCP-Cy™5.5 Rat Anti-Mouse CD19	BD Pharmingen™	551001	1D3	Rat IgG2a, kappa

# Supplementary material for: MDR1A deficiency restrains tumor growth in murine colitis-associated carcinogenesis
**Source:** PLoS One. 2017 Jul 7;12(7):e0180834. doi: 10.1371/journal.pone.0180834
**Supplement:** S2 Table

	**CRC**	**CAC**	**UC**
**Total no. of patients**	16	13	25
**Stage (UICC)**			
**I (T1 or T2, N0, M0)**	1 (6%)	6 (47%)	
**II (T3 or T4, N0, M0)**	4 (25%)	3 (23%)	
**III (any T, any N, M0)**	5 (31%)	2 (15%)	
**IV (any T, any N, M1)**	6 (38%)	2 (15%)	
**Active inflammation**	R ₀ : 0 (0%)	R ₀ : 13 (100%)	25 (100%)
	Tumor: 16 (100%)	Tumor: 13 (100%)	

CRC: colorectal cancer; CAC: colitis-associated colorectal cancer; UC: Ulcerative Colitis.

# Supplementary material for: MDR1A deficiency restrains tumor growth in murine colitis-associated carcinogenesis
**Source:** PLoS One. 2017 Jul 7;12(7):e0180834. doi: 10.1371/journal.pone.0180834
**Supplement:** S3 Table

Antibody	antigen retrieval	blocking	dilution	detection reagent	DAB
CD3	Antigen-Retrieval AR-10<br>(Biogenex, Fremont, CA)	2% BSA/Power Block<br>(Biogenex, Fremont, CA)<br>10min	1:150 in<br>1% BSA/TBST<br>1h RT	SignalStain® Boost IHC Detection<br>Reagent (HRP, Rabbit) (Cell<br>Signaling)	45s
CD11b	Antigen-Retrieval AR-10	2% BSA/Power Block<br>10min	1:4000 in<br>1% BSA/TBST<br>1h RT	SignalStain® Boost IHC Detection<br>Reagent (HRP, Rabbit)	45s
CD45R/B220	10mM Sodium Citrat buffer,<br>pH 6.0	2% BSA/Power Block<br>10min	1:250 in<br>1% BSA/TBST<br>1h RT	ImmPRESS™ HRP Anti-Rat IgG<br>(Vector Laboratories)	30s
CD138/Syndekan-1	10mM Sodium Citrat buffer,<br>pH 6.0	2% BSA/Power Block<br>10min	1:750 in<br>1% BSA/TBST<br>1h RT	ImmPRESS™ HRP Anti-Rat IgG	20s
E-Cadherin	10mM Sodium Citrat buffer,<br>pH 6.0	5% NGS/TBST<br>1h	1:400 in<br>5% NGS/TBST<br>o/n 4°C	SignalStain® Boost IHC Detection<br>Reagent (HRP, Rabbit)	30s
MDR1/ABCB1	10mM Sodium Citrat buffer,<br>pH 6.0	5% NGS/TBST<br>1h	1:250-350 in<br>5% NGS/TBST<br>o/n 4°C	SignalStain® Boost IHC Detection<br>Reagent (HRP, Rabbit)	5min
Non-phospho (Active)<br>beta-Catenin	10mM Sodium Citrat buffer,<br>pH 6.0	5% NGS/TBST<br>1h	1:800 in<br>5% NGS/TBST<br>o/n 4°C	SignalStain® Boost IHC Detection<br>Reagent (HRP, Rabbit)	30s
PCNA	10mM Sodium Citrat buffer,<br>pH 6.0	5% NGS/TBST<br>1h	1:1000 in<br>5% NGS/TBST<br>o/n 4°C	SignalStain® Boost IHC Detection<br>Reagent (HRP, Rabbit)	1min
Phospho-Histone H2A.X	10mM Sodium Citrat buffer,<br>pH 6.0	5% NGS/TBST<br>1h	1:100 in<br>5% NGS/TBST<br>o/n 4°C	SignalStain® Boost IHC Detection<br>Reagent (HRP, Rabbit)	80s
Phospho-Histone H3	10mM Sodium Citrat buffer,<br>pH 6.0	5% NGS/TBST<br>1h	1:100 in<br>5% NGS/TBST<br>o/n 4°C	SignalStain® Boost IHC Detection<br>Reagent (HRP, Rabbit)	5min

[BSA: bovine serum albumin; NGS: normal goat serum; RT: room temperature; TBST: Tris buffered saline with Tween 20; HRP: horseradish peroxidase]

# Supplementary material for: MDR1A deficiency restrains tumor growth in murine colitis-associated carcinogenesis
**Source:** PLoS One. 2017 Jul 7;12(7):e0180834. doi: 10.1371/journal.pone.0180834
**Supplement:** S4 Table — Genes significantly regulated (AOM/DSS-MDR1A KO tumors vs. AOM/DSS-WT tumors) were included, as described in Materials and Methods. P values <0.05 are marked in yellow; >2-fold changes in red (upregulated) or blue (downregulated), respectively. Gene accession numbers, gene symbols, gene descriptions, Gene Ontology (GO) annotations (molecular functions and biological processes) and IPA associations are listed for each specific gene. The identified κ light chain and heavy chain Ig genes are shaded in grey.

Gene Accession	Gene Symbol	Gene Description	Fold Change_KO vs WT	p-value_KO vs WT	GO Annotations - Molecular function	GO Annotations - Biological Process	apoptosis	organismal injury and abnormalities / cancer	inflammatory responses
XR_397994	BC023105	cdna sequence BC023105	2.39	0.0400					
NM_030728	Cemip	cell migration inducing protein, hyaluronan binding	-2.72	0.0335	clathrin heavy chain binding; hyaluronic acid binding; hyaluronoglucosaminidase activity; hydrolase activity	hyaluronan biosynthetic process; cell migration; release of sequestered calcium ion into cytosol		x	
NM_029586	Cep112	centrosomal protein 112	2.93	0.0042	protein binding	receptor localization to synapse		x	
XR_864385	Cep112os2	centrosomal protein 112, opposite strand 2	2.27	0.0032					
NM_011331	Ccl12	chemokine (C-C motif) ligand 12	2.57	0.0074	CCR chemokine receptor binding; chemokine activity; cytokine activity; inflammatory response		x	x	x
NM_030601	Clca3a2	chloride channel accessory 3A2	2.03	0.0398	intracellular calcium activated chloride channel activity	anoikis; extrinsic apoptotic signaling pathway in absence of ligand	x		
NM_010050	Dio2	deiodinase, iodothyronine, type II	-4.72	0.0074	hormone activity; oxidoreductase activity; thyroxine 5'-deiodinase activity	hormone biosynthetic process; oxidation-reduction process; response to stress; response to lipopolysaccharide		x	
NM_007950	Ereg	epiregulin	-2.68	0.0299	epidermal growth factor receptor binding; growth factor activity	epidermal growth factor receptor signaling pathway; ERBB2 signaling pathway; cell proliferation; wound healing	x	x	x
NR_015554	A1506816	expressed sequence A1506816	-2.13	0.0388					
NM_175473	Fras1	Fraser syndrome 1 homolog (human)	2.05	0.0166	metal ion binding; protein binding	cell communication; morphogenesis of an epithelium		x	
NM_146017	Gabrp	gamma-aminobutyric acid (GABA) A receptor, pi	2.24	0.0403	chloride channel activity; GABA-A receptor activity	chloride transport; signal transduction		x	x
NR_110441	Hottip	Hoxa distal transcript antisense RNA	2.14	0.0010					
OTTMUST00000131410	Ighv1-77	immunoglobulin heavy variable 1-77	3.96	0.0500					
AF045503	Ighv1-84	immunoglobulin heavy variable 1-84	2.53	0.0476					
OTTMUST00000132406	Igkv13-84	immunoglobulin kappa chain variable 13-84	2.18	0.0428					
OTTMUST00000132285	Igkv4-90	immunoglobulin kappa chain variable 4-90	9.11	0.0024					
OTTMUST00000133006	Igkv8-30	immunoglobulin kappa chain variable 8-30	4.75	0.0009					
OTTMUST00000132847	Igkv12-46	immunoglobulin kappa variable 12-46	3.38	0.0287					
OTTMUST00000133377	Igkv3-1	immunoglobulin kappa variable 3-1	12.05	0.0081					
OTTMUST00000132841	Igkv4-50	immunoglobulin kappa variable 4-50	2.83	0.0410					
OTTMUST00000132745	Igkv4-57	immunoglobulin kappa variable 4-57	2.23	0.0470					
OTTMUST00000132705	Igkv4-58	immunoglobulin kappa variable 4-58	2.36	0.0111					
OTTMUST00000132641	Igkv4-63	immunoglobulin kappa variable 4-63	2.33	0.0191					
M19905	Igkv4-68	immunoglobulin kappa variable 4-68	2.12	0.0316					
OTTMUST00000132281	Igkv4-92	immunoglobulin kappa variable 4-92	2.38	0.0210					
OTTMUST00000133226	Igkv6-14	immunoglobulin kappa variable 6-14	6.07	0.0021					
AF045512	Igkv6-23	immunoglobulin kappa variable 6-23	6.17	0.0365					
OTTMUST00000131783	Igkv9-123	immunoglobulin kappa variable 9-123	5.10	0.0084					
NM_001025602	Il1r1f	interleukin 1 receptor-like 1	-2.01	0.0350	cytokine receptor activity; interleukin-1 receptor activity; interleukin-33 receptor activity	cytokine-mediated signaling pathway; cell proliferation; inflammatory response; macrophage activation	x	x	x
NM_001290423	Il11	interleukin 11	-2.59	0.0237	cytokine activity; growth factor activity; interleukin-11 receptor binding	cell-cell signaling; cell proliferation; regulation of MAPK cascade	x		x
NM_010663	Krt17	keratin 17	2.10	0.0013	MHC class II receptor activity; protein binding; structural constituent of cytoskeleton; structural molecule activity	morphogenesis of an epithelium; cell growth	x		x
NM_008474	Krt84	keratin 84	3.27	0.0034	structural constituent of cytoskeleton; structural molecule activity	cytoskeleton organization		x	
ENSMUST00000116685	Mir3096	microRNA 3096	-2.61	0.0019					
ENSMUST00000082394	mt-Tq	mitochondrially encoded tRNA glutamine	-2.01	0.0114	triplet codon-amino acid adaptor activity	translation			
NM_021509	Moxd1	monooxygenase, DBH-like 1	2.48	0.0001	catalytic activity; copper ion binding; metal ion binding; monooxygenase activity; oxidoreductase activity; oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen, reduced ascorbate as one donor, and incorporation of one atom of oxygen; protein binding	oxidation-reduction process			
NM_172203	Nox1	NADPH oxidase 1	2.09	0.0480	metal ion binding; NADP binding; oxidoreductase activity	angiogenesis; cell migration; inflammatory response; oxidation-reduction process; respiratory burst; response to reactive oxygen species; superoxide anion generation	x		
NM_010933	Nppc	natriuretic peptide type C	-2.25	0.0145	hormone activity; neuropeptide hormone activity	regulation of cell proliferation; response to hypoxia			
NM_178591	Nrg1	neuregulin 1	-2.32	0.0059	chemorepellent activity; cytokine activity; ErbB-2 class receptor binding	cell communication; cell migration; cell proliferation; ERBB2 signaling pathway; wound healing	x		
NM_001005485	Olfir111	olfactory receptor 111	5.49	0.0018	G-protein coupled receptor activity; olfactory receptor activity	detection of chemical stimulus involved in sensory perception of smell; G-protein coupled receptor signaling pathway		x	
NM_146879	Olfir330	olfactory receptor 330	3.42	0.0451	G-protein coupled receptor activity; olfactory receptor activity	detection of chemical stimulus involved in sensory perception of smell; G-protein coupled receptor signaling pathway		x	
NM_008760	Ogn	osteolectin	2.62	0.0034	growth factor activity; heparin binding; Roundabout binding	keratan sulfate biosynthetic process; regulation of axonogenesis		x	

Gene Accession	Gene Symbol	Gene Description	Fold Change_KO vs WT	p-value_KO vs WT	GO Annotations - Molecular function	GO Annotations - Biological Process	apoptosis	organismal injury and abnormalities / cancer	inflammatory responses
NM_029639	Plet1	placenta expressed transcript 1	2.00	0.0466		cell differentiation; cell-matrix adhesion; cell migration; wound healing			
XR_390704	Gm12602	predicted gene 12602	2.19	0.0426					
ENSMUST00000157288	Gm24915	predicted gene, 24915	2.30	0.0140					
ENSMUST00000158572	Gm25767	predicted gene, 25767	2.42	0.0068					
NM_011198	Ptgs2	prostaglandin-endoperoxide synthase 2	-2.92	0.0187	arachidonate 15-lipoxygenase activity; dioxygenase activity; peroxidase activity; prostaglandin-endoperoxide synthase activity	cellular component movement; cyclooxygenase pathway; inflammatory response; oxidation-reduction process; regulation of apoptotic process; cell proliferation; response to oxidative stress	x		x
NM_009034	Rbp2	retinol binding protein 2, cellular	-2.10	0.0115	lipid binding; retinol binding; transporter activity	retinoid metabolic process; transport			
NM_001289757	Rnf32	ring finger protein 32	2.05	0.0254	metal ion binding; zinc ion binding			x	
NM_011348	Sema3e	sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3E	2.01	0.0140	chemorepellent activity; semaphorin receptor binding	angiogenesis; cell differentiation; negative chemotaxis; regulation of actin cytoskeleton reorganization		x	
NM_008871	Serpine1	serine (or cysteine) peptidase inhibitor, clade E, member 1	-2.23	0.0438	serine-type endopeptidase inhibitor activity	angiogenesis; cellular response to ATP; defense response to Gram-negative bacterium; inflammatory response; response to reactive oxygen species; tissue regeneration; wound healing	x	x	x
NM_009255	Serpine2	serine (or cysteine) peptidase inhibitor, clade E, member 2	-2.03	0.0017	serine-type endopeptidase inhibitor activity	cell differentiation; cell growth; wound healing	x		
NM_011371	St6galnac1	ST6 (alpha-N-acetyl-neuraminy1-2,3-beta-galactosyl-1,3)-N-acetylgalactosaminide alpha-2,6-sialyltransferase 1	-5.12	0.0003	alpha-N-acetylgalactosaminide alpha-2,6-sialyltransferase activity; transferase activity	ganglioside biosynthetic process; oligosaccharide biosynthetic process		x	
NM_009285	Stc1	stanniocalcin 1	-2.38	0.0204	hormone activity	cellular response to cAMP; cellular response to hypoxia; cell migration	x	x	
NM_001290728	Syt5	synaptotagmin-like 5	-2.02	0.0047	calcium-dependent phospholipid binding; clathrin binding; syntaxin binding	regulation of calcium ion-dependent exocytosis; vesicle fusion			
OTTMUST00000134753	Trgj1	T cell receptor gamma joining 1	2.24	0.0305					
NM_022413	Trpv6	transient receptor potential cation channel, subfamily V, member 6	2.39	0.0048	calcium activated cation channel activity; calmodulin binding	calcium ion homeostasis; calcium ion transport		x	
NM_009425	Tnfrsf10	tumor necrosis factor (ligand) superfamily, member 10	2.35	0.0169	cytokine activity; tumor necrosis factor receptor superfamily binding	cell-cell signaling; immune response; positive regulation of apoptotic process	x	x	x

How the deposited data were processed for this re-analysis (not part of the article)

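Gene expression was compared between colonic tumors of 4 WT and 4 MDR1A KO mice after AOM/DSS, with 1 tumor per mouse and 1 GeneChip Mouse Gene 2.0 ST array per tumor. The log2 values are those deposited by the authors, who computed probe set signals by RMA (background correction, quantile normalization between arrays and summary per probe set) in Affymetrix Expression Console 1.4, as the methods and the submitters' processing notes state. The genome build and annotation release of the arrays are not given in the sources used here, so no coordinates are given. Probe sets were named from the platform's annotation, with symbols updated through a reference gene table of the mouse, which was used only for names and for which genes neighbour each other. Of 41345 probe sets 25335 had a symbol, and those with several symbols were named by none in the text. The genes with a 1-symbol probe set numbered 22180, of which 21994 had a place in the reference table.

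From these values limma 3.58.1 in R 4.3.3 gave the log2 fold change of MDR1A KO minus WT tumors, its standard error and a two-sided p (lmFit and eBayes), with Benjamini-Hochberg adjustment over the 25335 named probe sets and a threshold of 0.05. The criterion of the paper's methods, an unadjusted p under 0.05 and a change of at least 2-fold, was counted in the same fit. The study's own unpaired test is called the methods' t-test and was run as an alternative. Single values were compared by exact permutation tests over the 70 arrangements of 4 tumors against 4, with a smallest p of 0.029. For a gene with several probe sets in a list, the one with the highest mean was used. Before the data were examined 42 gene lists were fixed, of which 36 had at least 5 measured members and were tested with camera in limma at a preset correlation of 0.01. An estimated correlation and fry were alternatives, and no list passed with either. 2 lists had no named member and 4 had 1 to 4. The share of genes past an unadjusted p under 0.05 within 20 Mb of Abcb1a was compared with that of all other placed genes by Fisher's exact test. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

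The genes named are those of S4 Table that the paper discusses or shows in Fig 6A, Abcb1a and Abcb1b, the 10 largest changes each way among 1-symbol probe sets past the criterion whose groups do not overlap, predicted genes and unnamed RNAs left out, up to 4 members of smallest p per list described, and every gene under an adjusted p of 0.05 where there are at most 20. The values of S4 Table had been seen when this rule was written. Other S4 Table genes named as examples of its marks, and Mki67, Ighg3, Ighv1-53 and the genes of the X chromosome, were named after their values were seen. Of the S4 Table genes, 33 were found by symbol or accession, after correcting spellings such as Tnfrsf10 for Tnfsf10 and Il1r1f for Il1rl1, and 24 only by the equality of fold change and p, within 0.005 and 5e-05, with the methods' t-test over all probe sets. That match was chosen after seeing the data. Adjusted p-values of probe sets without a symbol come from a fit over all 41345.

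The test was tried on simulated data with the spread of these arrays, in which 100 probe sets were shifted by 1 and 100 by 2 on the log2 scale. At an adjusted p under 0.05, 82 and 95 of these were called, and by the criterion 48 and 98, with 11 and 41 of 25135 unchanged probe sets called. The shifted list of the simulation was called and 0 of the other lists. Values were drawn independently for each probe set, without the correlation between genes that these tumors have. The simulation therefore does not show how many false calls the real data hold, nor how the list test behaves on these tumors. Another split of the real tumors gave 95 probe sets past the criterion. In the real lists the estimated correlation between genes ran from -0.00878 (EGFR/ERBB genes) to 0.875 (smooth muscle markers). The 13 lists past the threshold were reached by 18 of 35 splits of the tumors, the highest other at 23. For arrays, the number of arrays limits the precision. Alternatives were the methods' t-test, all probe sets, only those with 1 symbol, dim probe sets left out (the lowest 33.3% by mean), arrays centred or quantile-normalized again, another variance model, array weights, the replicate number as a block, a 1.5-fold threshold, other list settings, lists without S4 Table genes, other windows around Abcb1a and each tumor left out in turn. The qPCR, tissue staining, spheroid and human data of the paper were not analysed here. 1 gene of Fig 6A is not reported here.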

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

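The tests of the X chromosome genes, and the splits of the samples for the gene lists and for the genes near Abcb1a, were chosen only after the result was seen.

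The immunoglobulin kappa variable genes were higher in MDR1A KO tumors in all 13 named members. No single MDR1A KO tumor accounts for it, since 0.884 of the difference remained without MDR1A KO replicate 4, the highest. The plasma cell list, at a mean log2 fold change of 0.37, is consistent with more plasma cells in these tumors, although that list loses its call with an estimated correlation and without WT replicate 2, and the B cell markers had a mean of -0.08. A difference of haplotype at the kappa locus was predicted to lower some kappa genes as well, and 0 of the named kappa probe sets were lower past the criterion. This explanation stays open, because the kappa constant gene, whose level was to decide it, was not among the named genes. The count also leaves out unnamed kappa genes, as the annotation names 3 of the 14 in S4 Table.

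Abcb1a, which S4 Table does not list, had a log2 fold change of -2.67, and genes near it on chromosome 5 differed more often than others. Of 145 genes within 20 Mb, 19 (13.1%) had an unadjusted p under 0.05, against 1402 of 21848 elsewhere (6.42%), an odds ratio of 2.20 (Fisher's exact test, p = 0.00323). This is what DNA of a donor strain kept around the targeted gene may give, a hypothesis set before the data were examined, and examples are Galnt11 (log2 fold change 0.88, standard error 0.11) and Gnai1 (0.88, 0.18). Chance cannot be excluded, as 2 of 35 splits of the tumors gave a ratio as large, the highest other 2.57, and without WT replicate 3 the ratio was 1.47 (Fisher's exact test, p = 0.140). Loss of Abcb1a itself acting on these genes was not tested.

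Msl3, also outside S4 Table, had a log2 fold change of -0.87 and lies in a run of 5 neighbouring genes near an end of the X chromosome, with a mean of -0.70. The others were Hccs (-0.95, standard error 0.11), Prps2 (-0.72, 0.11), Mid1 (-0.69, 0.10) and Arhgap6 (-0.29, 0.16), while Erdr1 (0.14, 0.12) on one side did not pass. On the other side Tlr7 (-0.65, 0.33) and Tlr8 (-0.79, 0.43), next to the run, were about as low but varied between WT tumors and did not pass, so where the run ends there is open, and Tmsb4x (0.06, 0.09) lies beyond them. The largest mean t over windows of neighbouring genes was 3.33, against 2.31 in the highest other of 35 splits. Only 1 split, the real one, was as large, which is the smallest share that 35 splits allow. As this test was chosen after the run was seen, it does not exclude chance. A change of the whole X chromosome is argued against by a median of 0.03 (0.0275) over 438 other X genes. A difference of copy number or allele between the WT and MDR1A KO mice, with 4 of the 5 genes lower at an unadjusted p under 0.05, remains a candidate explanation that these values cannot decide, as the run was chosen for them. An effect of the loss of Abcb1a on these genes was not tested.

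A sample far from the others of its group was found in 4 of 124 groups, where chance gives about 1 in 20, by the gap to the nearest sample as a share of the range. For Abcb1b in WT tumors this was 0.867, with WT replicate 4 at 6.46 and the others at 7.27 to 7.40. For mast cell markers in MDR1A KO tumors it was 0.849, with replicate 2 at 7.95 and the others at 7.73 to 7.76. For the apoptosis machinery in MDR1A KO tumors it was 0.866, with replicate 2 at 8.19 and the others at 8.05 to 8.07. For olfactory receptor genes in MDR1A KO tumors it was 0.85, with replicate 1 at 3.20 and the others at 3.25 to 3.26.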

How the results depend on the processing

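The match of S4 Table genes by fold change and p, the methods' t-test over all probe sets, and the lists without S4 Table genes were chosen only after the result was seen. The log2 fold changes of the single genes tried kept their direction under the alternatives run for each. Genes named only as list members or as examples of marks were not tried. Serpine2 had 1 alternative, and dim genes such as Ccl12 had no value with dim probe sets left out. The kappa variable genes and the odds ratios near Abcb1a also kept their direction, and so did the means of the 13 lists past the threshold when a tumor was left out. Of all 36 lists, 12 had a mean of the other sign without some tumor, among them the B cell markers, from -0.08 to 0.35 without WT replicate 3 (adjusted p = 0.00197), the neutrophil markers, from -0.09 to 0.27 without WT replicate 1, and, without MDR1A KO replicate 2, the goblet cell genes, from -0.18 to 0.06, and the squamous epithelium genes, from 0.11 to -0.11. Of the lists not past the threshold, 16 passed it without some tumor. The probe sets past the criterion, 40 higher and 21 lower, were 28 and 32 without WT replicate 4. For the summary results 116 values kept their side of the threshold or stayed within 1.5 times, 29 moved and 5 lost the call. Single genes were counted by the side of the unadjusted p threshold alone, without the fold change. By this count 376 values kept their side and 12 lost the call, in Il6, Xlr3b and Igh-VS107. The 376 include 17 of Abcb1b, which had no call to lose. They also include values under the 2-fold change of the criterion. These were Nppc (log2 fold change -0.86) and Il6 (-0.74) without WT replicate 1, and Xlr3b (-0.60) without WT replicate 2. Without MDR1A KO replicate 2, Stc1 (-0.9987) and Tnfsf10 (0.994) were just under it. The cause of these changes was not tested, and dim signals near background limit Ccl12, Il6, Xlr3b, Olfr111, D5Ertd579e and Igkv3-1.

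At an adjusted p under 0.05, against 4 genes, the methods' t-test gave 1, all probe sets 2, quantile normalization again, eBayes with trend and robust, and array weights 7 each, and the methods' t-test over all probe sets 0, with 2342 at an unadjusted p under 0.05. By the criterion, against 61, the methods' t-test gave 36, all probe sets 136 and a 1.5-fold threshold 251. Abcb1a stayed at -2.67 but had an adjusted p of 0.253 under the methods' t-test. Gene lists past the threshold, against 13, were 8 under the methods' t-test, and 0 with an estimated correlation, where 1 had an unadjusted p under 0.05, and 0 with fry. The kappa variable genes at 1.31 had an adjusted p of 0.664 with an estimated correlation. Without the genes of S4 Table 12 lists passed, the EGFR/ERBB list no longer among them. Network genes by the exact permutation test, against 4 of 6, were 0 after quantile normalization again, where Ereg had -1.43, Il11 -1.40 and Stc1 -1.28. Since the smallest p is 0.029, this count passes only with at least 4 of the 6 genes at it, so it says nothing about stability, and the genes were chosen by the study on these samples. S4 Table genes past the criterion, against 32, were 56 with those matched by fold and p.

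Leaving out each tumor in turn gave 0 to 4 genes at an adjusted p, 58 to 123 by the criterion, 24 to 30 S4 Table genes, 10 to 19 gene lists, 0 to 5 network genes, log2 fold changes of -2.83 to -2.53 for Abcb1a and 0.90 to 1.67 for the kappa variable genes, and odds ratios of 1.47 to 2.90 near Abcb1a. Of the 13 lists, 5 passed in every such fit. Replicate numbers do not pair the tumors, which come from different mice, and the correlations of same-numbered tumors were 0.108, 0.020, -0.101 and 0.353. With the replicate number as a block 0 genes passed adjustment, 1660 had an unadjusted p under 0.05 and 65 passed the criterion, Abcb1a at -2.67 had an adjusted p of 0.0689, and not every tumor correlated best with its own number.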

Differences from the paper's values

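The match by fold change and p was chosen only after the result was seen. The paper reports 16 immunoglobulin genes higher in MDR1A KO tumors at its criterion, and 6 named immunoglobulin probe sets passed that criterion here. The counts that follow hold only named probe sets, and the annotation names 3 of the paper's 16 genes. A lower count therefore does not mean that the paper's genes failed, and a count near 16 does not mean the same genes. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's without WT replicate 1 (15), without WT replicate 3 (23) and without MDR1A KO replicate 3 (11). It was not under the methods' t-test (2), with all probe sets (4), 1-symbol probe sets (7), dim probe sets left out (5), centred arrays (5), quantile normalization again (5), eBayes with trend and robust (4), array weights (7) or the replicate block (4), nor without WT replicates 2 (3) and 4 (3) or MDR1A KO replicates 1 (9), 2 (4) and 4 (3). Matching the S4 Table genes by their fold change and p, chosen after seeing the values, gives 16 of the paper's 16 and drops 0 of them.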

Other observations

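The lists were tested as planned, and the splits for the gene lists were chosen only after the result was seen.

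Most genes of differentiated colonocytes and of xenobiotic metabolism had lower means in MDR1A KO tumors, although neither list passed with an estimated correlation between genes. Of 18 colonocyte genes 14 had lower means, with 2 at an unadjusted p under 0.05, Krt20, a keratin gene of mature surface cells (log2 fold change -0.65, standard error 0.19), and Clca4a (-1.14, 0.42), and 0 adjusted over the list alone. The list mean was -0.34 (camera in limma, adjusted p = 0.00805, but adjusted p = 0.698 with an estimated correlation), and its call was lost without WT replicate 3 (mean -0.17), WT replicate 4 (-0.20) or MDR1A KO replicate 2 (-0.22), while the mean was -0.55 without WT replicate 1 and -0.60 without MDR1A KO replicate 4. Of 19 xenobiotic metabolism genes 16 had lower means, 3 at an unadjusted p under 0.05, Gsta3, Ugt2b34 and Cyp2c65, and 0 adjusted over the list alone, with a list mean of -0.15 (adjusted p = 0.0298, but 0.632 with an estimated correlation), lost without WT replicate 3 (mean -0.10) or MDR1A KO replicates 2 or 3 (-0.12 and -0.13). Goblet cell genes (16, mean -0.18, adjusted p = 0.160) and intestinal stem cell and Wnt target genes (19, mean 0.16, adjusted p = 0.0688) did not pass, although Smoc2, a gene of the stem cell zone, had a log2 fold change of 0.61 (0.17). The goblet cell genes passed without MDR1A KO replicate 4 (mean -0.40, adjusted p = 0.000686), WT replicate 1 (-0.34) or WT replicate 2 (-0.31), and had a mean of 0.06 without MDR1A KO replicate 2 and of -0.03 without WT replicate 3 or WT replicate 4. The stem cell list passed without any 1 of WT replicates 1, 2 and 4 and MDR1A KO replicates 2 and 4 (means of 0.22, 0.22, 0.17, 0.18 and 0.18), and had a mean of 0.02 without WT replicate 3.

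Olfactory receptor genes, most of them near background, had a mean of -0.04 over 1105 genes (adjusted p = 0.00754, but 0.632 with an estimated correlation), and did not pass without WT replicate 4 (mean -0.03). Mast cell markers had a mean of 0.33 (adjusted p = 0.0688), which was 0.63 without WT replicate 4 (adjusted p = 3.73e-07), 0.36 without MDR1A KO replicate 3 (adjusted p = 0.0490) and 0.07 without WT replicate 2 (adjusted p = 0.846). Ribosomal protein genes had a mean of -0.02 (adjusted p = 0.358, and 0.0425 without WT replicate 3, at -0.04) and ABC drug transporters, Abcb1a included, -0.20 (adjusted p = 0.310). The genes that mark male and female mice did not pass, with log2 fold changes of 0.24 for Xist and 0.23 for Kdm5d.

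Krt17 and Krt84 were higher in MDR1A KO tumors, and squamous epithelium of the anal canal in the samples was a hypothesis set before the data were examined. Krt13 and Krt14, the squamous keratin genes that are named, had a mean of 0.19 (standard error 0.47). Its upper 95% bound of 1.34 includes the 1.07 of Krt17, so this mean could not decide. The 19 squamous epithelium genes averaged 5.72, 5.55 and 5.46 in MDR1A KO replicates 1, 3 and 4, against 5.47 to 5.90 in WT tumors. In the same tumors Krt17 was at 6.19, 6.50 and 6.45 and Krt84 at 9.17, 7.90 and 8.22, above the highest WT values of 5.73 and 7.17. This argues against squamous epithelium as the cause in those tumors. In MDR1A KO replicate 2, with a list mean of 6.45, it stays open. A different share of stroma could not be decided, since endothelial markers had a mean of -0.0266, beside 0.21 for fibroblast, 0.72 for smooth muscle and -0.09 for pan-epithelial genes. The endothelial mean was -0.12 without WT replicate 4 (adjusted p = 0.0360) and 0.08 without WT replicate 3, and the pan-epithelial mean -0.11 without WT replicate 3 (adjusted p = 0.0213).

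Other splits of the 8 tumors show what chance can give. The 61 genes past the criterion were reached by 6 of 35 splits, the highest other at 95, and the 13 gene lists by 18 of 35, the highest other at 23, so chance cannot be excluded for these counts. For the 4 genes at an adjusted p under 0.05, 1 of 35 splits, the real one, reached the count, and the highest other gave 0 with limma. This is the smallest share that 35 splits allow, and Abcb1a, the disrupted gene, is 1 of the 4. The splits therefore do not exclude chance for the other genes.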
